# Immune suppressive activity of myeloid-derived suppressor cells in cancer requires inactivation of the type I interferon pathway

**DOI:** 10.1038/s41467-021-22033-2

**Published:** 2021-03-19

**Authors:** Kevin Alicea-Torres, Emilio Sanseviero, Jun Gui, Jinyun Chen, Filippo Veglia, Qiujin Yu, Laxminarasimha Donthireddy, Andrew Kossenkov, Cindy Lin, Shuyu Fu, Charles Mulligan, Brian Nam, Gregory Masters, Fred Denstman, Joseph Bennett, Neil Hockstein, Agnieszka Rynda-Apple, Yulia Nefedova, Serge Y. Fuchs, Dmitry I. Gabrilovich

**Keywords:** Immune evasion, Tumour immunology

## Abstract

Myeloid-derived suppressor cells (MDSC) are pathologically activated neutrophils and monocytes with potent immune suppressive activity. These cells play an important role in accelerating tumor progression and undermining the efficacy of anti-cancer therapies. The natural mechanisms limiting MDSC activity are not well understood. Here, we present evidence that type I interferons (IFN1) receptor signaling serves as a universal mechanism that restricts acquisition of suppressive activity by these cells. Downregulation of the IFNAR1 chain of this receptor is found in MDSC from cancer patients and mouse tumor models. The decrease in IFNAR1 depends on the activation of the p38 protein kinase and is required for activation of the immune suppressive phenotype. Whereas deletion of IFNAR1 is not sufficient to convert neutrophils and monocytes to MDSC, genetic stabilization of IFNAR1 in tumor bearing mice undermines suppressive activity of MDSC and has potent antitumor effect. Stabilizing IFNAR1 using inhibitor of p38 combined with the interferon induction therapy elicits a robust anti-tumor effect. Thus, negative regulatory mechanisms of MDSC function can be exploited therapeutically.

## Abstract (web summary)

The role of type I interferon signalling in the control of myeloid derived suppressor cells (MDSC) activity remains controversial. Here the authors show that downregulation of type I interferon receptor is observed in MDSC from cancer patients and tumor-bearing mice and is required for the activation of their immune suppressive properties.

## Introduction

Myeloid-derived suppressor cells (MDSC) are pathologically activated neutrophils (PMN) and monocytes (Mon) with potent immune-suppressive activity. These cells have a distinct transcriptional profile, biochemical features and, most importantly, exhibit potent ability to suppress immune responses^1^. The total population of MDSC consists of three groups of cells: the most abundant (>75%) relatively immature, PMN-MDSC; the less abundant population of pathologically activated monocytes—(M-MDSC); and a small population of early myeloid precursors present in humans^2^. MDSC accumulation is described in many pathologic conditions, but they play an especially prominent role in cancer as major regulators of immune responses and one of the limiting factors for cancer immunotherapy. In recent years, the clinical role of MDSC has emerged. Results showed a positive correlation of MDSC in peripheral blood (PB) with cancer stage and tumor burden in many types of cancer^3–5^. Elevated MDSC in the circulation was found to be an independent indicator of poor outcomes in patients with solid tumors^6^. Recent studies demonstrated values of MDSC in predicting response to therapy in many types of cancer^7–13^. The circulating MDSC negatively correlated with objective clinical response to check-point inhibitors^14–17^. In tumor mouse models, MDSC inhibition during immunotherapy increases its therapeutic effect^18–23^.

The current paradigm stipulates that PMN and Mon acquire immune suppressive features during their differentiation as a result of the direct effect of various tumor-derived factors and tumor microenvironment. Several cytokines and growth factors, as well as a number of transcriptional factors and signal transduction pathways, were implicated in the promotion of immune suppressive function of MDSC^24^. However, recent studies demonstrated that only a fraction of PMN (usually around 5–10% in PB and 60–70% in tumor tissues) in cancer patients acquire features of MDSC^25^. The fact that the proportion of MDSC in cancer patients correlated with the clinical outcome also indicates that MDSC represents only part of populations of PMN and Mon. This raises an important question: why do tumor-derived factors abundantly present in tumor-bearing (TB) hosts not affect all cells? We hypothesized that in addition to “positive” signals that promote MDSC, there are also “negative” signals that limit the acquisition of MDSC features by PMN and Mon. Furthermore, these negative regulatory mechanisms are expected to be somehow inactivated in myeloid cells exposed to the stimuli derived from malignant cells or/and present in the tumor microenvironment.

During the analysis of previously obtained MDSC gene expression profile data, we noticed a substantial downregulation of the type I interferons (IFN1) pathway^26^. IFN1 (including IFN-α and IFN-β) act on cells by engaging a cognate receptor (consisting of two chains, IFNAR1 and IFNAR2) and triggering the signal transduction pathway that involves activation of TYK2/JAK1 Janus kinases, phosphorylation, and activation of STAT1/STAT2 heterodimer. The latter interacts with IRF9, translocates to the nucleus, and trans-activates the IFN1-stimulated genes^27–29^. IFN1 is known to promote anti-tumor immunity by diverse mechanisms including the stimulation of DC maturation and antigen presentation and improving the survival of cytotoxic lymphocytes^30–33^. IFN1 is suggested to enhance the effect of cancer immunotherapy^28,34^. Tumor-derived factors (such as pro-inflammatory cytokines^35^ or extracellular vesicles^36^ and stimuli of the tumor microenvironment (deficit of oxygen or amino acids^37^) inactivate the IFN1 pathway via prompting the p38 kinase-dependent phosphorylation, ubiquitination, and degradation of IFNAR1^33,38,39^. However, the role of IFN1 in the regulation of numbers and suppressive activities of MDSC remains poorly understood.

Furthermore, the literature on the role of IFN1 in the control of MDSC is rather controversial. Reports suggesting that IFN1 stimulate the generation^40^ or suppressive activities of MDSC via sustaining expression of PD-L1^41^ are contradicted by the studies where administration of IFN1 inducers such as poly(I:C) or CpG led to decreased numbers or/and undermined suppressive activities of MDSC^42–44^. Whereas activation of STING and ensuing production of IFN1 by tumor irradiation was suggested to induce MDSC^45^, the opposite results were reported by studies using the forced expression of STING; however, the latter effects were not dependent on IFN1^46^. Thus, the critical questions regarding the possible role of IFN1 in the regulation of MDSC suppressive activity as well as the mechanisms by which the effects of IFN1 on MDSC are inactivated in the tumor microenvironment remain to be answered.

In this work, we show that mouse and human MDSC exhibit a substantially reduced expression of IFNAR1 on their surface compared to PMN and Mon. This results in inhibition of the IFN1 pathway. Loss of IFNAR1 alone is not sufficient to convert PMN or Mon to MDSC; however, preventions of IFNAR1 degradation abrogates MDSC activity and have a potent antitumor effect.

## Results

### MDSC in cancer patients and TB mice exhibit low expression of type I interferon receptor

Careful analysis of the previously obtained transcriptome of mouse spleen PMN and PMN-MDSC^26^ revealed a substantial downregulation of the IFNAR1 mediated pathway in PMN-MDSC (Supplementary Fig. 1A). We found 911 genes that were significantly downregulated (FDR < 20%) in PMN-MDSC compared to PMN. Among these genes, there was a significant enrichment of interferon-induced genes (2.4-fold over random chance, *p* = 7 × 10^−6^ by Fisher exact test). Similar observations were made during the analysis of the transcriptome of blood PMN and PMN-MDSC (based on LOX-1 expression) in cancer patients^25^ (Supplementary Fig. 1B). These results suggested that the interferon pathways are suppressed in the PMN-MDSC in cancer patients and this phenotype is recapitulated in the PMN-MDSC from the TB mice.

All responses to IFN1 are determined by the cell surface levels of the IFN1 receptor, which, in turn, is tightly controlled by ubiquitination and degradation of its IFNAR1 chain^39,47–49^. We compared IFNAR1 expression on the surface of PMN and Mon from healthy donors and patients with non-small cell lung cancer, pancreatic cancer, breast cancer, head and neck cancer, and colon cancer (Supplementary Fig. 2A). Although several patients demonstrated decreased expression of IFNAR1 in Mon as compared to healthy donors, in the entire group, the differences were not statistically significant (Fig. 1a). In contrast, cancer patients’ PMN-MDSC demonstrated markedly lower expression of IFNAR1 than PMN from healthy donors (Fig. 1a). Those differences in IFNAR1 expression were largely associated with the presence of MDSC in cancer patients. When Mon and M-MDSC, as well as PMN and PMN-MDSC, were compared in the same patients separated using established phenotypic criteria^2^ (Supplementary Fig. 2B), substantially lower amounts of the IFNAR1 on M-MDSC and PMN-MDSC than Mon and PMN were observed (Fig. 1b). Notably, the decrease in IFNAR1 expression was more pronounced in PMN-MDSC than in M-MDSC.

**Fig. 1:**
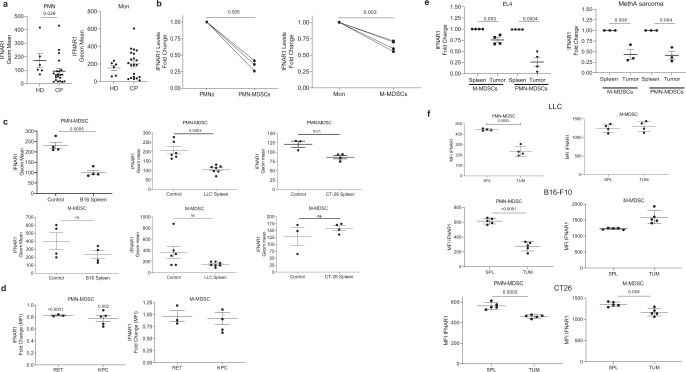
IFNAR1 is downregulated in MDSCs. **a** IFNAR1 levels on CD15^+^ PMN (left) and CD14^+^ Mon (right) from whole blood of healthy donors (HD) or cancer patients (CP). Individual results in 6 healthy donors and 22 cancer patients are shown. Mean ± SD of IFNAR1 expression is presented. *P* values were calculated in Mann–Whitney test. **b** IFNAR1 measured on PMN versus PMN-MDSCs (*n* = 3) or Mon versus M-MDSCs (*n* = 4) from the same patients. Fold change from IFNAR1 level in PMN or Mon in each patient is shown. **c** IFNAR1 levels on mouse splenic PMN-MDSCs and M-MDSCs from indicated s.c. tumor models analyzed by flow cytometry. Each dot represents the geometric mean of IFNAR1 levels in individual mice (*n* = 4 for B16 model, *n* = 7 for LLC mode, *n* = 4 for CT26 model). **d** IFNAR1 levels on splenic PMN-MDSCs and M-MDSCs from spontaneous tumor models analyzed by flow cytometry. Fold change over spleen of tumor-free mice (*n* = 3 for RET model, *n* = 5 for KPC model PMN-MDSC and *n* = 4 for M-MDSC). Mean and SD is shown. **e** IFNAR1 levels on PMN-MDSCs and M-MDSCs from spleen and indicated ascites tumors analyzed by flow cytometry. Each dot represents an individual mouse (*n* = 4 for EL4 model, *n* = 3 for MethA model). IFNAR1 levels is presented as fold changes from spleen cells. **f** IFNAR1 levels on PMN-MDSCs and M-MDSCs from spleen and mechanically dissociated tumors analyzed by flow cytometry. Each dot represents the geometric mean of IFNAR1 levels in individual mice. (*n* = 5 for B16-F10 and CT26 models and *n* = 4 for LLC model). In all panels, data are expressed as mean ± SD and the *p* values were calculated using unpaired two-sided Student’s *t* test. ns—*p* > 0.05.

A similar analysis was performed on mouse MDSC, which were gated using established criteria: PMN-MDSC—CD11b^+^Ly6C^lo^Ly6G^+^, M-MDSC—CD11b^+^Ly6C^hi^Ly6G^−2^. Cells with the same phenotype in naïve, tumor-free mice were defined as PMN and Mon, respectively (Supplementary Fig. 2C). We assessed the expression of IFNAR1 in MDSC from transplantable models of B16 melanoma, LLC lung carcinoma, CT26 colon carcinoma (Fig. 1c), and genetically engineered models of melanoma (RET) and pancreatic cancer (KPC) (Fig. 1d). In transplantable models, spleen PMN-MDSC demonstrated markedly lower expression of IFNAR1 than corresponding PMN from tumor-free mice. Although in some models there was a clear trend in the decrease of IFNAR1 expression in M-MDSC as compared to Mon, it did not reach statistical significance (Fig. 1c). In RET and KPC models, IFNAR1 levels were significantly lower in PMN-MDSC compared with PMN, whereas M-MDSC and Mon exhibited comparable same levels of the receptor (Fig. 1d). To safeguard against potential IFNAR1 cleavage by proteases^50^, we avoided enzymatic tumor digestion by using ascites of EL4 and MethA sarcoma tumors where myeloid cells can be directly isolated from the tumor site. We observed dramatically reduced expression of IFNAR1 on the surface of tumor PMN-MDSC and M-MDSC than on spleen cells (Fig. 1e). We also used mechanical disruption of tumors without enzymatic digestion to recover PMN-MDSC and M-MDSC. IFNAR1 expression in tumor PMN-MDSC was substantially lower than in spleen PMN-MDSC, whereas only in CT26 TB mice it was lower in M-MDSC (Fig. 1f). Downregulation of IFNAR1 in PMN-MDSC and M-MDSC was associated with dramatically lower expression of the IFN1-inducible genes such as *Irf7* and *Isg15* (Fig. 2a and Supplementary Fig. 3A). Thus, both populations of MDSC in the blood of cancer patients, as well as in tumors of TB mice and PMN-MDSC in spleens of TB mice exhibited marked inhibition of the IFN1-IFNAR1 pathway.

**Fig. 2:**
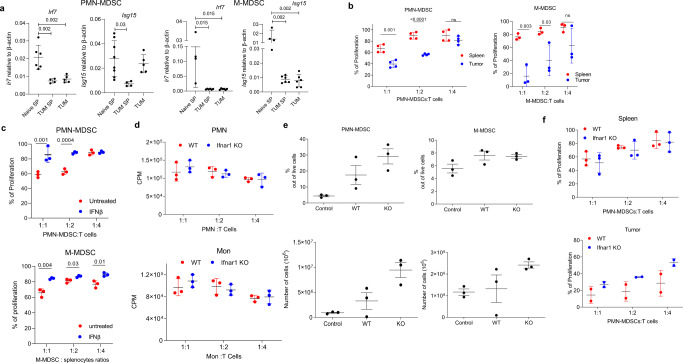
Lack of IFNAR1 does not alter immune-suppressive activity by PMN-MDSCs. **a** Expression of interferon response genes in MDSC. PMN and monocytes were isolated by cell sorting from the spleen of naïve mice (Naïve SP) or spleen (TUM SP) and tumors (TUM) of EL4-bearing mice. *Irf7* and *Isg15* expression were quantified by qRT-PCR in each cell population. Each dot represents a single mouse. Mean and SD is shown. In PMN-MDSC: *n* = 6 for Naïve SP *Irf7*, *n* = 4 for TUM SP *Irf7*, *n* = 5 for TUM *Irf7*, *n* = 8 for Naïve SP *Isg15*, *n* = 4 for TUM SP, *n* = 5 for TUM *Isg15*. In M-MDSC: *n* = 4 for Naïve SP *Irf7* group, *n* = 6 for TUM SP and TUM groups, *n* = 4 for Naïve SP *Isg15*, *n* = 6 for TUM SP *Isg15*, *n* = 6 for TUM *Isg15*. *P* values were calculated in the ANOVA test with corrections for multiple comparisons. **b** Suppression assay of PMN-MDSCs and M-MDSCs isolated from both spleen and tumors of tumor-bearing mice. PMN-MDSCs (*n* = 4) and M-MDSCs (*n* = 3) from spleen or tumor were cocultured with antigen-specific CD8^+^ T cells (OT-1 splenocytes) at different ratios. T cell proliferation was evaluated in triplicate using [^3^H]-thymidine uptake and presented as a percentage based on positive control (without MDSCs), set as 100% proliferation. **c** Suppression assay (as in **a**) of splenic PMN-MDSC and M-MDSC treated for 2 h with 2000 U of IFNβ. (*n* = 3). Mean and SD is shown. **d** PMN and Mon were isolated from bone marrow (BM) of tumor-free WT or *Ifnar1* KO mice. Suppression assay was performed as described in (**b**). **e** Percentage and an absolute number of PMN-MDSCs and M-MDSCs in the spleen of tumor-bearing mice. Mean and SD is shown. *n* = 3. **f** Suppressive activity of PMN-MDSCs from spleen and tumors. *N* = 3 for spleen, *n* = 2 for tumor. A representative of three experiments. 100%—proliferation in the absence of MDSC. In all panels, data are expressed as mean ± SD and the *p* values were calculated using unpaired two-sided Student’s *t* test, except when otherwise indicated. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. ns not significant.

### The biological role of IFNAR1 in MDSC

Given the difference in IFNAR1 levels in tumor and spleen MDSCs, we next compared side-by-side functional activities of MDSC in tumors and spleens. Tumor PMN-MDSC and M-MDSC were markedly more suppressive than spleen MDSC (Fig. 2b). This suggested a possible association between the functional activity of MDSC and the expression of IFNAR1. We asked whether the suppressive activity of MDSC could be canceled by providing high amounts of IFNAR1 ligand—IFNβ. PMN-MDSC and M-MDSC isolated from the spleen of TB mice were cultured for 2 h with IFNβ (2000U), extensively washed, and then used in a suppressive assay. This treatment completely abrogated PMN-MDSC and M-MDSC suppressive activity (Fig. 2c) indicating that IFN1 acts as a negative regulator of MDSC immune suppressive function.

Next, we investigated whether loss of IFNAR1 signaling was sufficient to convert PMN or Mon to MDSC by using *Ifnar1* KO mice. PMN or Mon from tumor-free *Ifnar1* KO mice indeed lacked IFNAR1 (Supplementary Fig. 3B) and yet did not display suppressive activity (Fig. 2d). While antiviral effects of IFN1 can occur at low levels of the IFN1 receptor, even a modest downregulation of IFNAR1 notably diminishes its immunopathologic activities^39,48^. Thus, we hypothesized that downregulation of IFNAR1 protein in TB mice could phenocopy genetic ablation of the *Ifnar1* gene thereby masking the latter phenotype. To test this hypothesis, we established EL4 tumors in *Ifnar1* KO mice. These mice displayed markedly accelerated tumor growth as compared to WT mice (Supplementary Fig. 3C) and had the same proportion and an absolute number of spleen PMN-MDSC and M-MDSC as WT TB mice (Fig. 2e). PMN-MDSC isolated from spleen and tumors of WT and *Ifnar1* KO EL4 TB mice had the same potent suppressive activity (Fig. 2f) suggesting that deletion of IFNAR1 is not sufficient to make MDSCs more suppressive in TB mice, since they may have already reached the maximum of immune suppression.

Then we asked whether the prevention of IFNAR1 downregulation could affect the suppressive activity of MDSC. To address this question, we used the knock-in mice that express the IFNAR1^S526A^ mutant protein, which is resistant to ubiquitination and degradation because it lacks critical Ser526, whose phosphorylation enables the recruitment of β-TrCP E3 ligase^51,52^. All tissues of these animals harbor homozygous *Ifnar1*^*S526A*^ alleles (*Ifnar1*^SA^ or SA). Naïve *Ifnar1*^*SA*^ mice did not exhibit an overt phenotype (this study and ref. ^53^). MDSC from SA TB mice had substantially higher expression of IFNAR1 than cells from wild-type (WT) TB mice (Supplementary Fig. 3D). As expected, PMN-MDSC from SA TB mice had markedly higher expression of *Irf7* (Supplementary Fig. 3E).

Consistent with previous observations^33,54^, tumors grew more slowly in SA mice than in WT mice (Fig. 3a). Hematopoietic cells were responsible for the observed delay in tumor growth since the reconstitution of lethally irradiated WT recipient mice with bone marrow from SA mice showed decreased tumor growth as compared to mice reconstituted with WT bone marrow cells (Fig. 3b). The proportion of PMN-MDSC in spleens of SA mice was reduced, however, the total number of PMN-MDSC and M-MDSC in SA and WT TB mice was comparable (Fig. 3c). In contrast to WT TB mice, neither spleen nor tumor PMN-MDSC in SA TB mice suppressed T-cell responses (Fig. 3d). Suppressive activity of M-MDSC was also completely abrogated in SA TB mice (Fig. 3e). To determine if the decrease in tumor progression in SA mice was mediated by CD8^+^ T cells, we treated mice with anti-CD8 antibodies and observed that depletion of these cells abrogated differences in tumor growth (Fig. 3f). However, depletion of CD8^+^ T cells did not affect the decrease in the proportion of PMN-MDSC observed in SA mice (Fig. 3g) and did not restore the suppressive activity of PMN-MDSC in SA mice (Fig. 3h). Thus, sustained IFNAR1 signaling due to preserved expression of the receptor in MDSC notably undermined suppressive activity. These results suggest that downregulation of IFNAR1 is required but not sufficient for pathologic activation of MDSC and for their ability to acquire immune-suppressive functions.

**Fig. 3:**
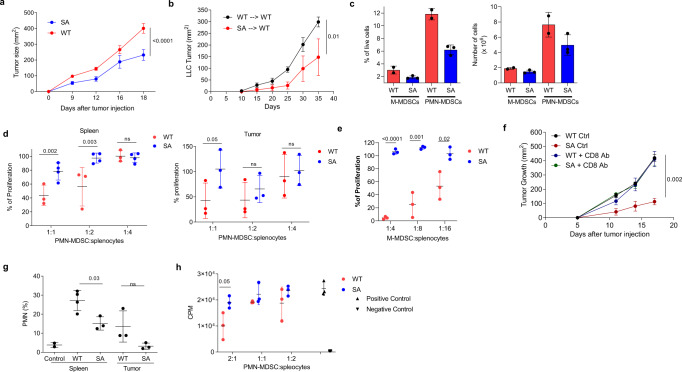
Stabilization of IFNAR1 abrogates MDSCs immune suppressive activity. **a** EL-4 tumor growth in C57BL/6 WT and SA mice (*n* = 4). *p* Value is calculated in a two-way Anova test. **b** LLC tumor growth in mice reconstituted with WT or SA BM cells (*n* = 4). *p* Value is calculated in a two-way Anova test. **c** Percentage and an absolute number of M-MDSCs and PMN-MDSCs in the spleen of EL4 tumor-bearing mice (*n* = 2 for WT mice, *n* = 3 for SA mice). **d** Suppressive activity by PMN-MDSCs isolated from WT or SA spleen and tumors of EL4 tumor-bearing mice. Splenocytes from OT-1 mice stimulated with cognate peptide were used as effector cells. 100%—T cell proliferation without PMN-MDSCs; (spleen: *n* = 3 for WT mice, *n* = 4 for SA mice, tumor: *n* = 3 for all mice). *p* Values were calculated in unpaired Student’s *t* test (two-sided for spleen and one-sided for tumor). **e** Suppressive activity by M-MDSCs isolated from the spleen of EL4 tumor-bearing mice. 100%—T cell proliferation without M-MDSCs; (*n* = 3). *p* Values were calculated in unpaired two-sided Student’s *t* test. **f** EL4 tumor growth in WT and SA mice depleted of CD8^+^T cells. A representative of three independent experiments. *p* Value is calculated in a two-way Anova test. *n* = 3 per group. **g** Percentage of PMN-MDSCs in spleen from WT and SA of EL4 tumor-bearing mice depleted of CD8^+^T cells (*n* = 3). *p* Values were calculated in a one-way Anova test with correction for multiple comparisons. **h** Suppressive activity of HPC-derived PMN-MDSCs generated in vitro. T cell proliferation was evaluated in triplicate using [^3^H]-thymidine uptake (in counts per minute; CPM). Data are from one experiment representative of three experiments. *p* Values were calculated using unpaired two-sided Student’s *t* test. In all panels, data are expressed as mean ± SEM are shown. ns not significant (*p* > 0.05).

### Mechanism of regulation of MDSC function by IFNAR1

We next sought to delineate putative mechanisms by which downregulation of the IFNAR1 provides a license for immune-suppressive activities of MDSC. To this end, WT and SA EL4 TB mice were treated with CD8 antibodies to eliminate differences in tumor growth, PMN-MDSC were collected 18 days after tumor inoculation and expression of genes implicated in MDSC suppressive activity was evaluated. PMN-MDSC from SA TB mice had markedly lower expression of *Arg1* and downregulation of *Ptgs2*, and *Nox2* (Fig. 4a). ROS production is one of the hallmarks of PMN-MDSC activity. NOX2 is directly involved in the production of ROS by PMN-MDSC. Because of a substantial decrease in *Nox2* expression, we assessed the level of ROS in PMN-MDSC. Both spleen and tumor PMN-MDSC from SA TB mice demonstrated a markedly lower level of ROS than WT mice (Fig. 4b). These results suggest that downregulation of IFNAR1 on MDSC is required for their ability to express several critical mediators of the immune-suppressive activity.

**Fig. 4:**
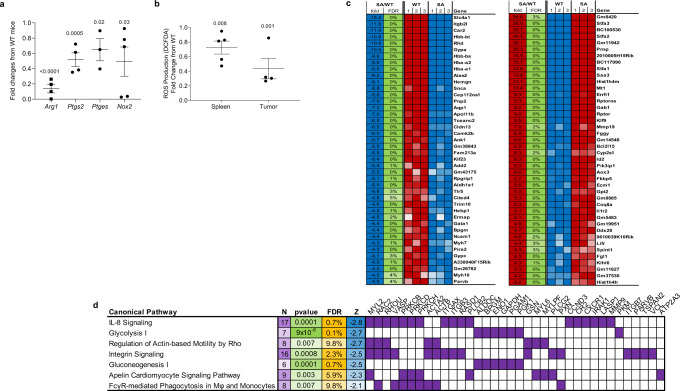
Effect of Ifnar1^SA^ on mRNA expression gene expression by PMN-MDSCs. **a** mRNA expression of genes associated with immunosuppressive activity in PMN-MDSCs. Analyzed by RT-qPCR. **b** Reactive oxygen species (ROS) levels by PMN-MDSCs from spleen and tumors of WT and *Ifnar1*^SA^ tumor-bearing mice (*n* = 4). Data are expressed as mean ± SEM and the *p* values were calculated using unpaired two-sided Student’s *t* test. **c** Expression heatmap of significantly affected genes (FDR < 5%) for different fold change thresholds. **d** List of canonical pathways downregulated that were determined by Ingenuity Pathway Analysis (IPA) as significantly enriched pathways affected by *Ifnar1*^SA^. *N* = number of genes; *p* value = enrichment; FDR = false discovery rate of significant genes (FDR < 10%) for different fold change thresholds; *Z* = activation *z*-scores calculated by IPA represent predicted canonical pathway decreasing (*Z* threshold of 2 is used to call the state). A panel of top genes affected by *Ifnar1*^SA^ for each pathway. Fisher exact test was used to calculate FDR.

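RNA of PMN-MDSC, the MDSC that resemble neutrophils, was sequenced from mice bearing EL4 tumors, a mouse T-cell lymphoma line. The mice were either WT or SA, the mice with the serine-to-alanine change in Ifnar1 that slows the loss of the receptor. The sample labels give 4 WT and 3 SA samples, 1 library each. The heatmap of Fig. 4c numbers WT samples 1, 2 and 3 and SA samples 1, 2 and 3. WT replicate 4 is not drawn there, the paper gives no reason for leaving it out, and its Reporting Summary states that no data were excluded. The results below are therefore given first for the 6 samples numbered in Fig. 4c and then for all 7 samples. The text of the paper does not name the organ from which the sequenced cells were taken. It reports slower growth of EL4 tumors in SA mice (Fig. 3a), and for Fig. 4a CD8 antibodies were given to remove that difference. Whether the sequenced mice received these antibodies is not stated, so tumor size cannot be separated from genotype in these samples. Libraries were made from the 3′ ends of polyadenylated RNA (QuantSeq), so counts do not grow with the length of a transcript. The authors aligned the reads with Bowtie2 and estimated read counts per gene with RSEM, and these estimated counts were used as deposited, in whole numbers and without normalization. Methods name hg19, a human genome, whereas each of the 51789 genes in the table has a mouse Ensembl identifier, so the mouse build and the annotation release are not stated. Coordinates are those of the GENCODE M21 annotation of GRCm38, matched by Ensembl identifier. The libraries of WT replicates 1, 2, 3 and 4 held 6274556, 5467326, 7404299 and 5757073 counts, and those of SA replicates 1, 2 and 3 held 6358341, 5741577 and 5450071. At these depths 3 counts, the limit that a count of 0 allows, correspond to between 0.401 and 0.591 CPM (counts scaled to the library total), which covers counting error only. S100a8 and S100a9 together took 16.8 to 20.4% of the counts of a WT library and 15.2 to 16.1% of those of an SA library. Pairs of libraries of the same genotype differed by 14.0 to 37.9 times the sampling noise (chi-square per degree of freedom), so no pair holds the same library. Libraries were scaled by edgeR's TMM method, and 11128 genes in the 6 samples and 11366 genes in all 7 had enough counts to be tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Expression levels are CPM on the TMM scale. For a single gene, an exact two-sided permutation test cannot go below p = 0.1 with 3 samples against 3, or below p = 0.0286 with 4 against 3. Ifnar1 itself (chromosome 16, 91485238 to 91507441) had 95, 61, 124 and 134 counts in WT replicates 1 to 4 and 94, 87 and 39 counts in SA replicates 1 to 3. Its log2 fold change was -0.30 (standard error 0.329, adjusted p = 0.785) in the 6 samples and -0.53 (standard error 0.333, adjusted p = 0.66) in all 7, by edgeR's quasi-likelihood test. The SA change alters the protein, so the level of the transcript does not check the genotype of a library.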

To gain further insight into the mechanisms delineating the effects of IFN1 on suppressive activities, we performed RNA sequencing of PMN-MDSC from WT and SA EL4 TB mice. 

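In the 6 samples, 207 of 11128 genes had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test. Of these, 111 were higher and 96 lower in SA than in WT, and 72 had changed at least 4-fold. In all 7 samples, 65 of 11366 genes passed the same threshold, 32 higher and 33 lower, and 35 had changed at least 4-fold. Both sets called the same 62 genes. WT replicate 4 was the library whose omission moved this count most, since leaving out any other single library gave between 28 and 51 genes. With DESeq2, the tool named in Methods, 351 genes passed in the 6 samples and 179 in all 7. The heatmap shows 84 genes whose names can be read, 42 drawn lower and 42 drawn higher in SA. In the 6 samples, 64 of the 79 that could be tested by edgeR passed the threshold in the direction drawn, and each of the 79 had that direction. In all 7 samples, 35 of 83 passed, and each of the 83 had the direction drawn. Adjusted over the list alone, 79 and 74 genes passed, but the study chose these genes on the same libraries, so these counts are not independent evidence. DESeq2 gave an adjusted p-value under 0.05 to 84 of the 84 genes in the 6 samples and to 59 in all 7.

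Stfa2 (ENSMUSG00000022902, chromosome 16, 36403992 to 36408457), a stefin A gene, rose from 78.6 ± 21.3 CPM (SD, n = 3) in WT replicates 1 to 3 to 2080 ± 316 CPM (SD, n = 3) in SA, and stood at 125 CPM in WT replicate 4. Its log2 fold change was 4.73 (standard error 0.226, adjusted p = 1.04e-08 by edgeR) in the 6 samples and 4.53 (standard error 0.248, adjusted p = 1.53e-07) in all 7. With each of the 7 libraries left out in turn it stayed between 4.38 and 4.73. Stfa2 shares 33.3% of its 3′ sequence with other genes, so RSEM could have split its reads among the stefin A copies. Gm11942, a copy of the ribosomal protein gene Rplp1 with 53.3% of its 3′ sequence shared, rose by 5.05 in the 6 samples and by 5.28 in all 7 on the log2 scale, and its level is uncertain for the same reason. Kif23 (ENSMUSG00000032254, chromosome 9, 61915905 to 61946774), which encodes a kinesin of cell division, stood at 114 ± 11.3 CPM (SD, n = 3) in WT replicates 1 to 3, 135 CPM in WT replicate 4 and 20.2 ± 1.75 CPM (SD, n = 3) in SA. The log2 fold change was -2.49 (standard error 0.183, adjusted p = 5.88e-07 by edgeR) in the 6 samples and -2.56 (standard error 0.184, adjusted p = 1.14e-06) in all 7, and stayed between -2.63 and -2.49 with each library left out. Kif23 lies directly beside Rplp1 on the same strand (61913284 to 61914542), and Rplp1 was lower in SA too. Itgb2l (ENSMUSG00000000157, chromosome 16, 96422288 to 96443619), an integrin chain of granulocytes that lies within 20 Mb of Ifnar1, had a log2 fold change of -3.71 (adjusted p = 1.71e-05 by edgeR) in the 6 samples and -3.54 (adjusted p = 0.000294) in all 7. Transcripts of red cell precursors made up 20 of the 42 genes drawn lower. Alas2 (chromosome X, 150547375 to 150570638), an enzyme of heme synthesis, fell from 46.7 ± 17.9 CPM (SD, n = 3) in WT replicates 1 to 3 to 4.33 ± 1.79 CPM (SD, n = 3) in SA, with 25.8 CPM in WT replicate 4. Hba-a1, a haemoglobin gene whose reads can be split with its near-identical copy Hba-a2, had a log2 fold change of -3.23 (adjusted p = 0.00313 by edgeR) in the 6 samples and -3.02 (adjusted p = 0.0296) in all 7, and its adjusted p-value rose as high as 0.149 with 1 library left out.

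For some genes drawn higher, WT replicate 4 decided the call. Il1r2 (chromosome 1, 40074079 to 40125231), a decoy receptor for interleukin-1, had 371 ± 95.1 CPM (SD, n = 3) in WT replicates 1 to 3, 1372 CPM in WT replicate 4 and 1860 ± 290.4 CPM (SD, n = 3) in SA. Its log2 fold change was 2.32 (standard error 0.206, adjusted p = 8.8e-06 by edgeR) in the 6 samples and 1.58 (standard error 0.596, adjusted p = 0.464) in all 7. Id2 had 509.5 ± 131 CPM (SD, n = 3) in WT replicates 1 to 3, 2404 CPM in WT replicate 4 and 3157 ± 456 CPM (SD, n = 3) in SA, and its adjusted p-value by edgeR was 1.76e-06 in the 6 samples and 0.53 in all 7. Pik3ip1 had 108 CPM in WT replicate 4, above the mean of 105.5 ± 34.8 CPM (SD, n = 3) in SA, and its log2 fold change was 2.70 (adjusted p = 0.000641 by edgeR) in the 6 samples and 1.44 (adjusted p = 0.706) in all 7. Fkbp5 went from an adjusted p-value of 0.00563 by edgeR in the 6 samples to 0.505 in all 7, with 158 CPM in WT replicate 4 against 220.1 ± 10.3 CPM (SD, n = 3) in SA.

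**Figure D1:**
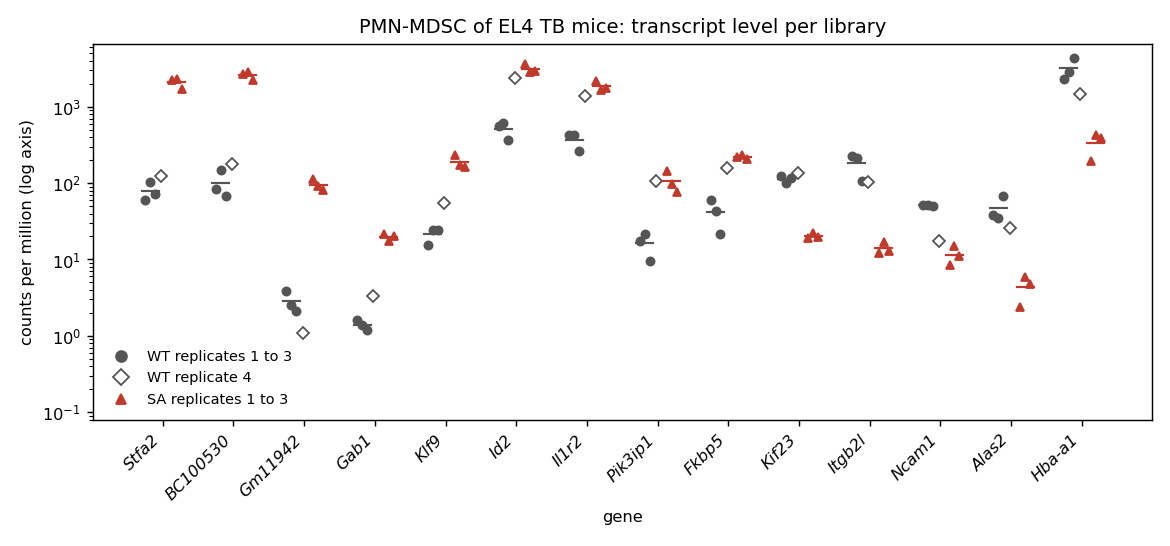
Level of 14 transcripts in each library, in CPM on a log axis, for genes drawn in Fig. 4c. Filled circles are WT replicates 1 to 3, open diamonds WT replicate 4 and triangles SA replicates 1 to 3, and horizontal bars are the means of WT replicates 1 to 3 and of SA replicates 1 to 3. Kif23 of WT replicate 4 lies with the other WT libraries at 135 CPM, whereas Il1r2 of WT replicate 4 lies near the SA libraries at 1372 CPM.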

The most prominent differences in the expression of specific transcripts are shown in Fig. 4c. 

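The pathway analysis of the paper started from the genes with an unadjusted p-value under 0.05. By edgeR's quasi-likelihood test, 1432 genes met this criterion in the 6 samples (685 higher and 747 lower in SA) and 1141 in all 7 (506 higher and 635 lower). Fig. 4d lists 36 different genes over 7 pathways. In both sample sets, 34 of them had enough counts for edgeR and 32 of the 34 were lower in SA. An unadjusted p-value under 0.05 with a lower level in SA was found for 27 of them in the 6 samples and for 30 in all 7, and an adjusted p-value under 0.05 for 8 and 3. Those that passed in all 7 samples were Prkcd, Gsn and Cr2, with log2 fold changes of -0.81 (adjusted p = 0.0244 by edgeR), -0.92 (adjusted p = 0.0343) and -0.90 (adjusted p = 0.041). Without SA replicate 1 their adjusted p-values were 0.186, 0.315 and 0.303. In that fit 0 genes of Fig. 4d passed, while 17 were lower with an unadjusted p-value under 0.05. Leaving out WT replicate 1 or SA replicate 2 gave 0 as well, and leaving out WT replicate 2, WT replicate 3 or SA replicate 3 gave 1. Prkch and Irak1, both listed under IL-8 signaling, were higher in SA, with log2 fold changes of 0.94 and 0.49 in the 6 samples and 0.85 and 0.44 in all 7. Rasd1 had 0 counts in every WT library and 7, 8 and 2 counts in SA replicates 1 to 3, too few to be tested by edgeR. For 6 of the pathways, the genes with a negative log2 fold change in all 7 samples were 13 of 15 tested for IL-8 signaling, 7 of 7 for glycolysis, 14 of 14 for integrin signaling, 6 of 6 for gluconeogenesis, 7 of 8 for apelin signaling and 7 of 8 for Fc gamma receptor-mediated phagocytosis, and the 6 samples gave the same numbers. These genes were picked by the study on the same libraries, so no enrichment was tested on them.

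A list of glycolytic enzymes written without use of these libraries was tested as a set with camera, which asks whether a list moves more than all other tested genes. Of 17 tested enzymes, 15 were lower in SA in both sample sets. The median log2 fold change was -0.37 in the 6 samples (adjusted p = 5.84e-05 over the lists tested) and -0.37 in all 7 (adjusted p = 2.94e-05). Per library, the median of the enzymes against the mean of WT replicates 1 to 3 was -0.53, -0.42 and -0.22 on the log2 scale in SA replicates 1 to 3 and 0.01 in WT replicate 4. The call held under fry, a rotation test (adjusted p = 0.0093 in the 6 samples and 0.0137 in all 7), but not when camera estimated the correlation between the enzymes from the libraries (adjusted p = 0.103 and 0.104), which was the alternative that moved it most. Of the 17 enzymes, 7 are also listed in Fig. 4d, and the study chose those on the same libraries. The other 10 had a median of -0.30 in the 6 samples and -0.26 in all 7, with 8 of 10 lower in both. Among single enzymes, 3 passed the threshold over all tested genes in the 6 samples and 0 in all 7, where 10 had an unadjusted p-value under 0.05, and adjusted over the list alone 5 and 3 passed. Hk2 (ENSMUSG00000000628, chromosome 6, 82725025 to 82774454), a hexokinase, had 126 ± 7.85 CPM (SD, n = 3) in WT replicates 1 to 3, 67.7 CPM in WT replicate 4 and 55.3 ± 10.9 CPM (SD, n = 3) in SA. Its log2 fold change was -1.20 (standard error 0.174, adjusted p = 0.00103 by edgeR) in the 6 samples and -1.02 (standard error 0.23, adjusted p = 0.0827) in all 7. Pgk1 (ENSMUSG00000062070, chromosome X, 106187100 to 106203699), phosphoglycerate kinase, had 299 ± 13.3 CPM (SD, n = 3) in WT replicates 1 to 3, 239.9 CPM in WT replicate 4 and 178 ± 27.9 CPM (SD, n = 3) in SA, a log2 fold change of -0.75 (adjusted p = 0.0203 by edgeR) in the 6 samples and -0.67 (adjusted p = 0.11) in all 7. Bpgm fell by 2.30 on the log2 scale in the 6 samples (adjusted p = 0.0141 by edgeR) and by 2.10 in all 7 (adjusted p = 0.0827), and it is also a gene of red cell precursors. Pkm, the pyruvate kinase gene, had a log2 fold change of -0.37 in both sets (adjusted p = 0.352 and 0.473 by edgeR). Gpi1 and Ldha were not lower, with log2 fold changes of 0.36 and 0.05 in the 6 samples and 0.24 and 0.09 in all 7 (adjusted p from 0.345 to 0.945 by edgeR). The levels of Pgk1, Pkm, Gpi1 and Ldha are uncertain, since 42.3%, 42.8%, 23.3% and 22.1% of their 3′ sequence is shared with other genes.

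**Figure D2:**
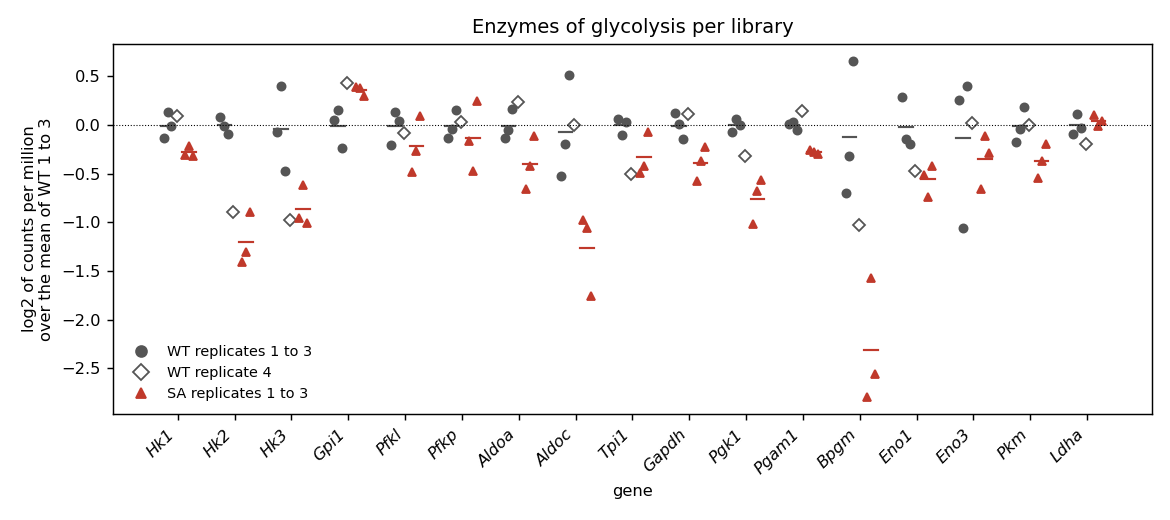
Level of the 17 tested enzymes of glycolysis in each library, as log2 of CPM over the mean of WT replicates 1 to 3, with the CPM of 3 counts added to both. Filled circles are WT replicates 1 to 3, open diamonds WT replicate 4 and triangles SA replicates 1 to 3, and horizontal bars are the means of the plotted values of WT replicates 1 to 3 and of SA replicates 1 to 3. Of the 17 enzymes, 15 had a negative fitted log2 fold change in SA, and Gpi1 and Ldha did not.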

Pathway analysis revealed that stabilization of IFNAR1 in PMN-MDSC in TB mice resulted in significant inhibition of glycolysis in these cells, as well as several pathways associated with cell movement and chemokine signaling (Fig. 4d). Thus, unabated IFNAR1 signaling was associated with the marked reduction of several major mediators of PMN-MDSC suppressive activity.

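In the RNA-seq libraries, mediators of suppressive activity were read from a list of 12 genes, the genes of Fig. 4a, the other subunits of the NOX2 oxidase, Nos2, Tgfb1, Il10 and Cd274. Of 10 genes with enough counts, 8 were lower in SA, and the median log2 fold change of the list was -0.25 in the 6 samples (adjusted p = 0.276 by camera over the lists tested) and -0.30 in all 7 (adjusted p = 0.371), and -0.17 without WT replicate 1. Over all tested genes 0 of the 10 passed an adjusted p-value of 0.05 by edgeR in either set, where 4 and 2 had an unadjusted p-value under 0.05, and adjusted over the list alone 1 and 0 passed. Cybb (ENSMUSG00000015340, chromosome X, 9435252 to 9487771), which encodes NOX2, had 1101 ± 373 CPM (SD, n = 3) in WT replicates 1 to 3, 523 CPM in WT replicate 4 and 515 ± 135 CPM (SD, n = 3) in SA. Its log2 fold change was -1.10 (standard error 0.271, adjusted p = 0.0793 by edgeR) in the 6 samples and -0.89 (standard error 0.351, adjusted p = 0.43) in all 7, and an exact permutation test, two-sided, gave p = 0.1 and 0.171. Ptgs2 varied more within a genotype than between genotypes, with 16, 287, 611 and 145 counts in WT replicates 1 to 4 and 2, 218 and 234 counts in SA replicates 1 to 3. Its log2 fold change was -0.83 (standard error 1.68, adjusted p = 0.912 by edgeR) in the 6 samples and -0.67 (standard error 1.48, adjusted p = 0.939) in all 7. Arg1 (chromosome 10, 24915221 to 24927484) had 0, 11, 16 and 4 counts in WT replicates 1 to 4 and 0, 1 and 4 counts in SA replicates 1 to 3, so a difference was not detectable at this depth (exact permutation test, two-sided, p = 0.4 in the 6 samples and 0.286 in all 7). Il10 had 0 counts in every WT library and 2, 5 and 0 counts in the SA libraries. Nos2 was higher in SA, with a log2 fold change of 1.19 (standard error 0.428, adjusted p = 0.269 by edgeR) in the 6 samples and 1.33 (standard error 0.397, adjusted p = 0.252) in all 7. Ptges, another gene of prostaglandin synthesis, had a log2 fold change of -0.21 in the 6 samples and -0.34 in all 7 (adjusted p = 0.96 and 0.94 by edgeR), and without SA replicate 3 its direction changed to 0.13. After the heatmap and the pathway analysis, the paper states that continued signaling through IFNAR1 went along with lower levels of several mediators. It had reported lower Arg1, Ptgs2 and Nox2 in SA by RT-qPCR, in mice given CD8 antibodies (Fig. 4a). It had also reported lower reactive oxygen species in SA PMN-MDSC of spleen and tumor (Fig. 4b). The libraries do not repeat those measurements.

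**Figure D3:**
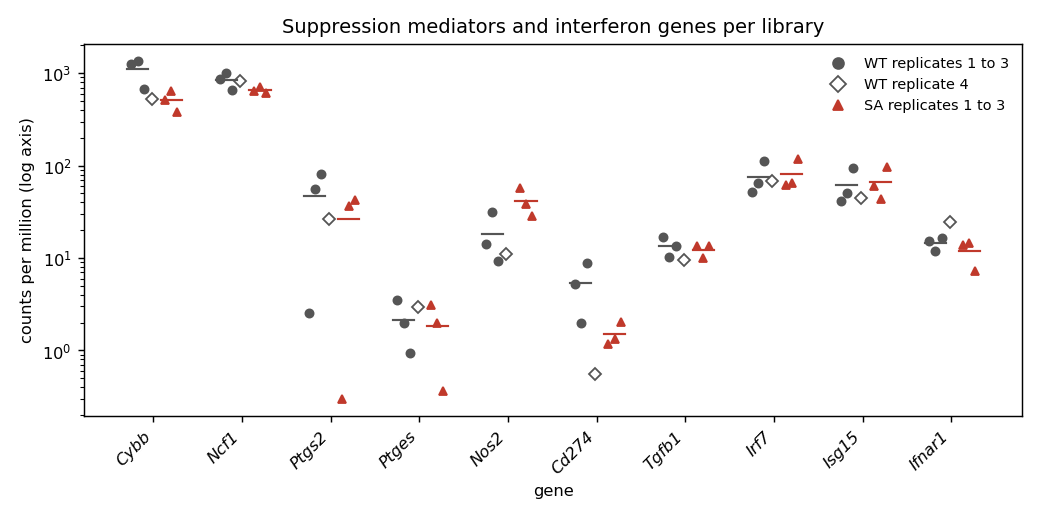
Level of 7 transcripts of mediators (Cybb to Tgfb1) and of Irf7, Isg15 and Ifnar1 in each library, in CPM on a log axis. Filled circles are WT replicates 1 to 3, open diamonds WT replicate 4 and triangles SA replicates 1 to 3, and horizontal bars are the means of WT replicates 1 to 3 and of SA replicates 1 to 3. Cybb of WT replicate 4 lies at 523 CPM, among the SA libraries.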

### Mechanisms regulating IFNAR1 expression in MDSC

We next sought to identify the mechanisms regulating IFNAR1 expression on MDSC. It is known that the IFNAR1 level is regulated by phosphorylation-dependent ubiquitination and degradation of the IFNAR1 chain^39^. This proteolytic inactivation of IFNAR1 is mediated by either protein kinase D2 in response to IFN1 itself^55^ or by p38 protein kinase in response to the non-ligand stimuli that are present in the tumor microenvironment including pro-inflammatory cytokines, tumor-derived vesicles, and the deficit of oxygen/nutrients leading to the integrated stress response^33,38,39^. Therefore, we tested the effect of tumor-derived factors on IFNAR1 expression by exposing mouse PMN or Mon to the tumor explant supernatant (TES) obtained from different EL-4 tumors. We observed marked downregulation of IFNAR1 in PMN and Mon treated with TES (Fig. 5a), which contained negligible (if any) amounts of IFNα and IFNβ (Fig. 5b) suggesting the role of non-ligand factors in decrease in IFNAR1 levels. Similar experiments were performed with PMN isolated from healthy donors. TES from different primary human tumors, as well as supernatant from tumor cell line PCI-30, caused substantial decreases in IFNAR1 expression (Fig. 5c). TES also caused downregulation of IFNAR1 in PMN, but not Mon generated from CD34^+^ progenitor cells (Fig. 5d).

**Fig. 5:**
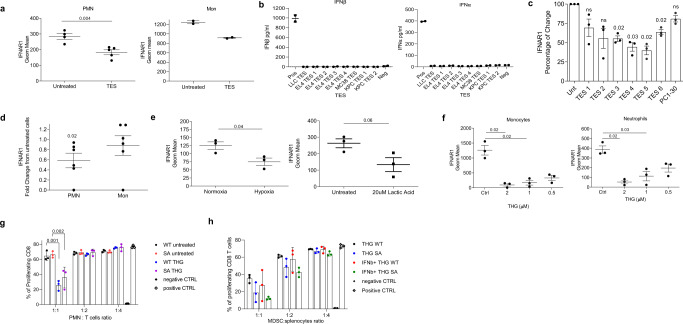
Tumor microenvironment induces downregulation of IFNAR1 in MDSCs. **a** IFNAR1 levels on bone marrow PMN (left) or Mon (right) treated for 18 h with 20% TES in vitro. (*n* = 4 untreated PMN, *n* = 5 TES treated PMN, *n* = 2—Mon). *p* Value was calculated in unpaired two-sided Student’s *t* test. **b** IFNβ and IFNα amount in eight different types of TES measured by ELISA. **c** Expression of IFNAR1 on PMNs, isolated from healthy donors’ blood (*n* = 3), treated for 16–18 h with 6 different TES (30%) and 30% PCI-30 tumor-conditioned media (TCM) in vitro. *N* = 3. *p* Values were calculated in a one-way Anova test with correction for multiple comparisons. **d** IFNAR1 levels on CD34-derived PMNs or Mon treated with 30% TES at day 7 followed by flow cytometry analysis on day 8 (*n* = 6). **e** BM PMNs (*n* = 3) were cultured in 0.5% O_2_ (hypoxia) or 20 µM lactic acid for 16–18 h before measuring IFNAR1 levels by flow cytometry. In **d**, **e**, *p* values were calculated in unpaired two-sided Student’s *t* test. **f** IFNAR1 levels on BM PMNs or Mon treated for 16–18 h with different doses of ER stress inducer thapsigargin (THG; 2 μM, 1 μM, or 0.5 μM) in vitro (*n* = 3). *p* Values were calculated in a one-way ANOVA test with corrections for multiple comparisons. **g** PMN were isolated from BM of naïve WT or SA mice, treated overnight with 1 µM of THG. THG has then washed away and suppressive activity of the cells was measured by coculturing PMN with PMEL splenocytes stained with cell trace Far-red at different ratios and stimulated with the cognate peptide (gp100, 10 ng/ml). Cell trace dilution was measured after 48 h to assess the proliferation of CD8^+^ T cells (*n* = 3). *p* Values were calculated in one-way ANOVA test with corrections for multiple comparisons. **h** PMN were isolated from BM of naïve WT or SA mice pretreated for 2 h with 2000 U/ml IFNβ then overnight with 1 µM of THG. Suppressive activity of the cells was measured by coculturing PMN with PMEL splenocytes stained with Cell trace Far-red and stimulated with the cognate peptide (gp100, 10 ng/ml). Cell trace dilution was measured after 48 h to assess the proliferation of CD8+ T cells (*n* = 3). In all figures, data are expressed as mean ± SD.

Thus, tumor-derived factors present in TES from both mouse and human tumor cells caused downregulation of the receptor. This may explain the decrease of IFNAR1 in PMN-MDSC from peripheral lymphoid organs. However, since the downregulation of IFNAR1 was markedly stronger in tumors than in spleens, we asked whether anything could further downregulate IFNAR1 in MDSC in the tumor site. Hypoxic conditions downregulated IFNAR1 in melanoma cells^37^ and hypoxic areas of solid tumors lacked IFNAR1 expression^33^. Exposure of mouse PMN to hypoxia or lactic acid (major contributors to endoplasmic reticulum (ER) stress response) notably decreased the receptor levels (Fig. 5e). We and others previously implicated ER stress in the immune-suppressive activity of MDSC^56,57^. Therefore, we explored the role of ER stress in the regulation of IFNAR1 in MDSC. To model the intratumoral stress, we used a potent ER stress inducer thapsigargin (THG), which caused marked a reduction in IFNAR1 expression in mouse PMN and Mon (Fig. 5f). Previously, we showed that THG induces suppressive activity in PMN. Therefore, we tested the possibility that THG-induced suppression can be mediated via IFNAR1. PMN were isolated from WT and SA mice and then treated with THG. THG caused potent but similar levels of suppressive activity in PMN from WT and SA mice (Fig. 5h). In WT mice pre-treatment of PMN with INFβ did not prevent induction of suppressive activity by THG (Fig. 5i). Thus, IFNAR1 expression was not sufficient to control potent ER stress induction by THG.

Although IFN signaling can be mediated by IFNAR2, the current paradigm indicates that IFN signaling is impossible without IFNAR1^58–64^. Nevertheless, we tested the possible role of IFNAR2 in the conversion of PMN to PMN-MDSC. First, we quantified IFNAR2 expression on human PMN after the treatment with TES. In contrast to IFNAR1, which was downregulated by TES (Fig. 5c) IFNAR2 expression was not affected (Supplementary Fig. 4A). Furthermore, we obtained bone marrow cells from *Ifnar2* deficient mice^65^ and performed the experiments to determine the possibility that lack of IFNAR2 alone could drive the conversion of PMN in PMN-MDSC. No suppression was detected (Supplementary Fig. 4B).

We focused on the mechanisms underlying IFNAR1 downregulation in MDSC. Since p38 was implicated in the ligand-independent IFNAR1 ubiquitination and degradation^35,37,38^, we investigated the role of this kinase. Deletion of p38 completely prevented downregulation of IFNAR1 in spleen PMN-MDSC (Fig. 6a) suggesting an important role of p38 kinase in regulation of IFNAR1 on MDSC.

**Fig. 6:**
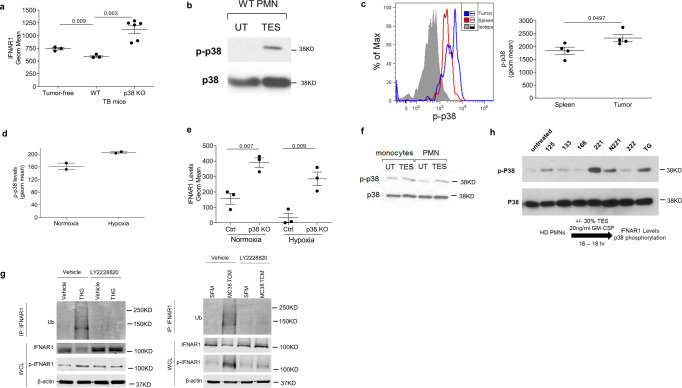
Downregulation of IFNAR1 in MDSCs is mediated by p38. **a** IFNAR1 levels on PMN-MDSCs from tumor-free or WT and p38 KO (*Mapk14*^Δ/Δ^) TB mice (*n* = 3 for tumor-free and WT groups, *n* = 6 for p38 KO group). Data are expressed as mean ± SEM and the *p* values were calculated using unpaired two-sided Student’s *t* test. **b** Phosphorylation and total p38 protein in BM PMNs treated with 20% TES for 18 h in vitro. A typical example of two performed experiments is shown. **c** Histogram (left) of phosphorylation of p38 (p-p38) in spleen (red) and tumor (blue) PMN-MDSCs compared to isotype (gray) (*n* = 4; right). *p* Value was calculated in unpaired two-sided Student’s *t* test. **d** BM PMNs were cultured in 0.5% O_2_ for 2 h and p-p38 was measured by flow cytometry (*n* = 2). **e** IFNAR1 levels on BM PMNs from WT or p38 KO cultured with 30% TES in normoxia or hypoxia for 16–18 h (*n* = 3). Data are expressed as mean ± SEM and the *p* values were calculated using unpaired two-sided Student’s *t* test. **f** Monocytes and PMN were isolated from bone marrows from naïve mice, treated for 18 h in vitro with 20% of TES. Cells were then lysed and phospho-p38 and total p38 measured by western blot. Experiments were performed twice with the same result. **g** Totally, 1 × 10^7^ of THP-1 cells were pretreated with vehicle (DMSO) or p38 inhibitor LY2228820 1 h prior to the 1 h treatment with 1 μM THG or 30 min treatment with MC38 tumor conditioned media (75%, v/v). Serum-free medium (SFM) served as control. Cell lysates were immunoprecipitated with IFNAR1 antibody and probed with anti-ubiquitin antibody. Whole-cell lysates (WCL) were used to evaluate IFNAR1 and p-IFNAR1 proteins. Two experiments with the same results were performed. **h** Phosphorylated and total p38 protein in HD PMNs treated with different TES (30%) or THG (1 µM) for 16–18 h in vitro.

Treatment of mouse PMN with TES activated p38 (as evident by its increased phosphorylation) (Fig. 6b). Tumor PMN-MDSC had higher levels of phospho-p38 than spleen PMN-MDSC (Fig. 6c). As expected, hypoxia increased phospho-p38 in PMN (Fig. 6d). In the absence of p38 (in p38 KO mice), expression of IFNAR1 was dramatically higher in PMN treated with TES alone or in combination with hypoxia (Fig. 6e). Since PMN-MDSC demonstrated higher downregulation of IFNAR1 than M-MDSC we asked if p38 was activated similarly in these cells. PMN and monocytes were isolated from naïve tumor-free mice and treated with TES. Monocytes had a higher basal level of p-p38 than neutrophils and it is only slightly increased by TES treatment as compared to neutrophils where TES caused substantial upregulation of p-p38 (Fig. 6f). These results implicate p38 kinase in the regulation of myeloid cell responses to the tumor-derived factors.

We tested the effect of THG and tumor cell-conditioned medium on ubiquitination and degradation of IFNAR1 in THP-1 myeloid cell line. Both, THG and tumor cell-conditioned medium triggered phosphorylation and ubiquitination of IFNAR1 while decreasing total levels of IFNAR1 protein. Inhibitor of p38 kinase LY2228820 (Ralimetinib) abrogated those effects (Fig. 6g) confirming the role of p38 in ubiquitination and degradation of IFNAR1 caused by tumor-derived factors and ER stress in myeloid cells.

Treatment of human PMN with TES that caused downregulation of IFNAR1 (Fig. 5c) induced upregulation of phospho-p38 (Fig. 6h). These data collectively suggest that activation of p38 kinase by TES or hypoxia mediates downregulation of IFNAR1 on MDSC. It is important to point out that phosphorylation of p38 is regulated by many nonredundant factors. Hypoxia and soluble factors present in TES are only several of many possible mechanisms present in the tumor microenvironment.

### Therapeutic regulation of p38 abrogated suppressive activity of MDSC and elicits the antitumor effects

These results suggest that inhibition of p38 kinase may prevent downregulation of IFNAR1 expression and ensuing acquisition of suppressive activities by MDSC. To test this possibility, we used the p38 kinase inhibitor LY2228820. In healthy donor PMN, treatment with p38 kinase inhibitor upregulated expression of IFNAR1 and downregulation of IFNAR1 caused by TES was abrogated by inhibition of p38 kinase (Fig. 7a). Treatment with p38 kinase inhibitor caused upregulation of IFNAR1 in mouse PMN but not Mon (Fig. 7b). TES-induced downregulation of IFNAR1 expression was abrogated by inhibition of p38 kinase (Fig. 7b). Administration of LY2228820 inhibited the suppressive activity of PMN from control mice treated with TES (Fig. 7c) as well as spleen PMN-MDSC from EL4 TB mice (Fig. 7d). In contrast, treatment of control PMN with LY2228820 alone did not affect their ability to regulate T cell proliferation (Fig. 7e). These combined results suggest that a p38 kinase inhibitor may show an enhanced antitumor effect when combined with an IFN1 inducer. To test this hypothesis, TB mice were treated with Poly:IC (inducer of IFN1) and LY2228820. Treatment with Poly:IC alone or p38 inhibitor alone did not have a substantial effect on the proportion or an absolute number of myeloid cells, PMN-MDSC, M-MDSC, macrophages, or DCs in the spleen. Combination therapy caused only a modest increase in the number of DCs but had minimal effect on other myeloid cell populations (Supplementary Fig. S5). Treatment of TB mice with Poly:IC and LY2228820 alone had very minor effect on tumor growth. However, a combination of these compounds elicited a substantial antitumor activity (Fig. 7f). This effect was abrogated by treatment with an anti-CD8 antibody (Fig. 7g). When the suppressive activity of PMN-MDSC was compared in these mice (with the same tumor burden), only PMN-MDSC from untreated TB mice were able to inhibit T-cell proliferation, whereas no suppressive activity was observed in PMN-MDSC isolated from treated mice (Fig. 7h). To test the association of the therapeutic effect of p38 inhibitor and poly:IC with IFNAR1 expression, we performed treatment experiments in mice with targeted deletion of IFNAR1 in neutrophils and monocytes (IFNAR1^fl/fl^S100A8^Cre^). We observed no antitumor effect of poly-I:C and LY2228820 treatment in those mice (Fig. 7i). These results clearly indicate that the effect of p38 inhibitor was indeed mediated in large part by IFNAR1 expression on MDSC. Thus, stabilization of IFNAR1 by inhibition of p38 kinase resulted in antitumor effect in combination with type I interferon induction.

**Fig. 7:**
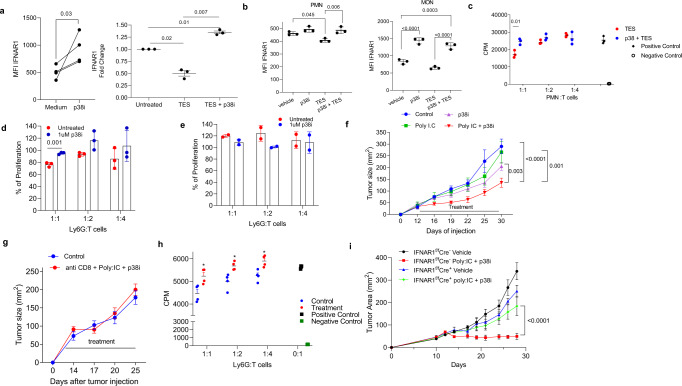
Effect of pharmacological inhibition of p38 phosphorylation of MDSC function and tumor growth. **a** Left panel. PMN were isolated from the blood of healthy volunteers and cultured for 16–18 h with medium containing 20 ng/ml of GM-CSF with or without p38i (LY2228829 1 μM). IFNAR1 level was measured by flow cytometry. *N* = 4. *p* Value was calculated in two-sided unpaired Student’s *t* test. Right panel. Healthy donors PMNs were pre-treated with 1 µM LY2228820 (p38 inhibitor; p38i) followed by 16–18 h incubation with 30% TES. IFNAR1 levels were measured by flow cytometry (*n* = 3) and expressed as fold changes over untreated cells. *p* Values were calculated in one-way ANOVA test with correction for multiple comparisons. **b** PMN and Monocytes were isolated from the bone marrow of mice by cell sorting, pretreated with 1 μM p38i followed by incubation with 20% TES (*n* = 3) for 16–18 h. IFNAR1 was measured by flow cytometry. Geometric MFI is shown. Data are expressed as mean ± SEM. *p* Values were calculated in one-way ANOVA test with corrections for multiple comparisons. **c** HPC-derived PMN-MDSCs were treated with 1 µM p38i before assessing their suppressive activity in triplicates. Two experiments with the same results were performed. Data are expressed as mean ± SEM (*n* = 3). *p* Values were calculated in two-sided unpaired Student’s *t* test. **d** Suppressive function of PMN-MDSCs from the spleen of EL-4 TB mice after in vitro treatment for 3 h with 1 µM p38i before coculture with responder T cells. *p* Value was calculated in two-sided unpaired Student’s *t* test. **e** BM PMNs from tumor-free mice were treated with 1 µM p38i for 3 h prior to the suppression assay. **f** MC38 tumor growth in mice treated with Poly I:C and p38i (*n* = 4). *p* Values are calculated by two-way ANOVA test with correction for repeated measurements. **g** MC38 tumor growth in mice treated with anti-CD8 antibody, Poly I:C and p38i (*n* = 5). Control is mice treated with PBS. *p* Values are calculated by two-way ANOVA test with correction for repeated measurements. **h** Suppressive activity of spleen PMN-MDSCs from control or anti-CD8 antibody, Poly I:C and p38i treatment group (*n* = 4). *p* Values were calculated in unpaired, two-sided Student’s *t* test. *p < 0.05. **i** Totally, 10^6^ MC38 cells was injected s.c. to the mice lacking IFNAR1 in myeloid cells (*Ifnar1*^fl/fl^ Cre^+^) or control mice (*Ifnar1*^fl/fl^ Cre^−^), and tumor growth was measured every 2–4 days (*n* = 5 in *Ifnar1*^fl/fl^ Cre^−^ group, *n* = 4 in all other groups). Treatment started at day 12 with poly: IC in PBS (10 µg/mouse) i.p. daily and p38 inhibitor (LY2228829 1 mg/kg) prepared in methylcellulose administered by oral gavage every other day. Control mice received an equal amount of vehicle (PBS i.p. and methylcellulose by oral gavage). *p* Values are calculated by two-way ANOVA test with correction for repeated measurements.

## Discussion

In this study, we identified the role of IFN1 in restricting the acquisition of immune-suppressive activity by MDSC. Furthermore, our data indicated that tumor-derived factors-driven p38 kinase-dependent downregulation of IFNAR1 represents a mechanism, by which this role of the IFN1 pathway in myeloid cells is overwhelmed during tumorigenesis leading to the acquiescence of immune-suppressive activities.

Only a proportion of PMN in cancer patients acquires features of MDSC^25^. The presence of PMN-MDSC and M-MDSC in cancer patients is correlated with a negative clinical outcome^6^. It indicates, that at any given moment, populations of classical PMN and Mon co-exist with immune suppressive PMN-MDSC and M-MDSC. What would prevent all PMN and Mon from acquiring characteristics of MDSC? We hypothesized that there could be a mechanism that restricts the acquisition of immune-suppressive activity by PMN and Mon. Our data suggest that whereas the IFNAR1-mediated IFN1 signaling may be such a mechanism, this pathway is inactivated during tumorigenesis.

Our recent work demonstrated that IFNAR1 was downregulated on all types of cells in the tumor microenvironment of colorectal cancers leading to inactivation of the IFN1 pathway and generation of immune-privileged niches^32,33^. We found that downregulation of IFNAR1 on MDSC was not restricted to the tumor site, it was observed in PB of cancer patients and in spleens of TB mice. However, IFNAR1 downregulation was higher in tumor MDSC than in spleen MDSC. It was associated with the more potent suppressive activity of MDSC in tumors than in spleens. This was consistent with previous observations^66–69^ and suggested that downregulation of IFNAR1 and suppressive activity of MDSC could be linked. The important role of IFN1 in MDSC suppressive activity was established directly in two sets of experiments: suppressive activity of MDSC generated by exposure to tumor-derived factors present in TES and caused by ER stress inducer thapsigargin. In both experimental systems, IFNβ blocked the suppressive abilities of MDSCs. Whereas in tumor-free mice, deletion of IFNAR1 did not suffice to convert PMN or Mon to suppressive MDSC, the latter is facilitated by the presence of additional positive signals, for instance, activation of STAT3, NF-kB, or other mechanism mediated by tumor-derived factors, as described in the previous studies^70^. However, expression of IFNAR1 was required to prevent this conversion and led to the inactivation of tumor-suppressive activities. This conclusion is based on the experiments with *Ifnar1*^*S526A*^ (SA) mice that had a stable expression of the receptor. MDSC in these mice lost suppressive activity. These data suggest that downregulation of the receptor is one of the major mechanisms that inactivate the IFN1 pathway in MDSC and enable their immune-suppressive properties.

Our data also suggest a mechanism by which IFN1 regulates the activities of MDSC. Presented here data show that downregulation of IFNAR1 contributes to the expression of *Arg1* and *Nox2*, two critical mediators of MDSC suppressive activities. Given that these mediators are expressed downstream of STAT3^71,72^, whose transcriptional activity is suppressed by IFN1^73^, it is plausible that downregulation of IFNAR1 contributes to maintaining STAT3 activities and relevant STAT3-driven immune suppression. Additional mechanisms hinted at by results of transcriptional profiling also cannot be ruled out and merit further investigation.

What could cause IFNAR1 downregulation in MDSC? Our data demonstrated that TES causes decreased IFNAR1 expression in human and mouse PMN and Mon. Since neither IFNα nor IFNβ was detectable in those TES, ligand-independent downregulation of IFNAR1 was more likely. TES contains multiple cytokines and tumor-derived extracellular vesicles that can cause pathological MDSC activation^74–76^. In addition, cells from SA mice were shown to be relatively deficient in the uptake of the tumor-derived extracellular vesicles^36^, which may partially explain the lack of suppressive activity. However, it is unlikely that one or even a few of these mostly redundant factors are solely responsible for this phenomenon. We found that deletion of p38 completely abrogated downregulation of IFNAR1 in MDSC. Similar results were obtained with selective p38 inhibitor, strongly suggesting that p38 activation in response to diverse tumor-derived factors may be a major mechanism that regulates IFNAR1 expression in MDSC.

Our results suggest that the expression of IFNAR1 on MDSC may be a critical mechanism regulating their suppressive activity. Pharmacological regulation of the receptor by inhibiting p38 activation substantially enhances the antitumor effect of IFN1 inducers and thus may open therapeutic opportunities.

## Methods

### Human samples

PB was collected from untreated cancer patients at the Helen F. Graham Cancer Center. The study was approved by the institutional review boards (IRBs) of the Christiana Care Health System at Helen F. Graham Cancer Center and The Wistar Institute. All the patients and healthy donors signed IRB-approved consent forms. PB was collected from (i) 12 patients with non-small cell lung cancer and 5 with small cell lung cancer; (ii) 5 patients with breast cancer, (iii) 10 patients with colorectal cancer, (iv) 4 patients with pancreatic adenocarcinomas, (v) 3 patients with esophageal cancer; (vi) 3 patients with head and neck cancer, (vii) 1 patient with gastric cancer, and (viii) 1 patient had renal cancer. In some patients with lung, colorectal, renal, or head and neck cancer, tumor tissues (0.2–1 g) were surgically removed. The ages of cancer patients were between 46 and 92 years (median, 70 years), 24 males and 20 females. Peripheral sample of blood from 21 healthy donors with ages 30–64 (median, 55 years), 7 males 14 females and were used as a control for cancer patients or for in vitro experiments.

### Mice

All experiments with animals were approved by the IACUC of The Wistar Institute. Balb/c or C57BL/6 mice (female, 6–8 weeks old) were obtained from Charles River. OT-I TCR-transgenic mice (C57Bl/6-Tg(TCRaTCRb)1100mjb) (female, 6–8 week old) and Pmel mice (B6.Cg-*Thy1*^*a*^/Cy Tg(TcraTcrb)8Rest/J) were purchased from Jackson Laboratory. Littermate C57BL/6 (“WT”), C57BL/6 *Ifnar1*^S526A^ mice (“SA”), *Ifnar1*^−/−^ and *Ubc9-CreER::Mapk14*^f/f^ mice were described previously^33^. *Ifnar1*^f/f^*S100A8*^Cre^ mice were generated by crossing *Ifnar1*^fl/fl^ mice with *S100A8*^Cre^ miceRET melanoma were obtained from Dr. Umansky (German Cancer Center, Heidelberg, Germany). KPC mice were obtained from Dr. Robert Vonderheide (University of Pennsylvania. *Ifnar2*^−/−^ mice (Ifnar2tm1(KOMP)Vlcg)), which were originally purchased from UC Davis KOMP Repository were bred and maintained at Montana State University (Bozeman, MT) according to the IACUC regulations. Bone marrow cells from these mice were provided by Dr. Rynda-Apple.

### Bone marrow chimeras

Mixed bone marrow (BM) chimeric mice were obtained as described previously^77^. Briefly, pooled tibial and femoral BM cells from donor mice were lysed with ACK buffer. BM cells from SA mice transferred to lethally irradiated syngeneic (CD45.1^+^) recipients obtained from Charles River. In control BM from WT mice was transferred to lethally irradiated recipients. Totally, 8–10 weeks after BM reconstitution mice were injected s.c. with 5 × 10^5^ LLC cells and measured tumor growth.

### Cell lines and tumor models

*Mouse cell lines*: EL4 lymphoma, LLC (Lewis lung carcinoma), CT-26 colon carcinoma, B16F10 melanoma were purchase from ATCC. MC38 colon carcinoma (provided by I. Turkova, University of Pittsburgh, Pittsburgh, PA). MethA (methylcholantrene induced) sarcoma cell line was originally obtained from Dr. Lloyd J. Old (Cancer Research Institute, New York, NY). MethA tumor was established i.p. in Balb/c mice and passaged in vivo as an ascitic tumor. LLC or B16F10 and CT-26 TB mice were generated by injecting 5 × 10^5^ tumor cells s.c. into C57BL/6 or Balb/c mice, respectively. EL-4 and MethA TB mice were generated by injecting 5 × 10^5^ tumor cells i.p. into C57BL/6 mice. We harvested cells from ascites tumors by washing the peritoneum with 10 ml of ice-cold MACS buffer. For MC38 TB mice, we injected 1 × 10^6^ tumor cells s.c. into C57BL/6 mice.

*Human cell lines*. PCI-30 (head and neck squamous carcinoma) was obtained from ATCC.

### Isolation of human cells

Human PMNs from healthy donors were isolated with two methods. (1) PMNs were isolated by centrifugation using double density gradient Histopaque (Sigma). PBMCs were collected using 1.077 and PMNs were collected using 1.119. (2) Whole blood was enriched for PMNs using MACSxpress Neutrophil Isolation Kit (Miltenyi) following the protocol provided by the manufacturer.

### Flow cytometry

*Mouse*. Single-cell suspensions of BM, spleen, and tumors were prepared, and red cells were removed using ACK lysing buffer. In other experiments, cells were culture in vitro before flow cytometry analysis was performed. All antibody incubations were performed for 15 min at 4 °C in dark and all centrifugation was done at 1500 r.p.m. at 4 °C for 5 min. Usually, up to 1 × 10^6^ cells were incubated with Fc-block (BD Biosciences) for 10 min and surface staining was performed at 4 °C for 15 min. Cells were run on an LSRII flow cytometer (BD Biosciences) and data were analyzed by FlowJo (Tristar).

*Human*. Single-cell suspensions from peripheral blood were incubated with Fc-block (Miltenyi) for 10 min and surface staining was performed at 4 °C for 30 min. Cells analyzed as described above. A list of antibodies used is in Supplementary Table 1.

### Isolation of PMN-MDSCs and M-MDSCs

Single-cell suspensions were prepared from the spleen followed by red blood cell removal using ACK buffer. Single-cell suspensions from tumor tissues were prepared using Mouse Tumor Dissociation Kit according to the manufacturer’s recommendation (Miltenyi). For PMN-MDSCs isolation, cells were labeled with biotinylated anti-Ly6G antibody (Miltenyi Biotec), incubated with streptavidin-coated microbeads (Miltenyi Biotec), and separated on MACS columns (Miltenyi Biotec). M-MDSCs were sorted by using either FACS Aria II (BD Biosciences) and MoFlo Astrios EQ (Beckman Coulter) cell sorters. The antibodies for M-MDSCs isolation are described in Supplementary Table 1.

### Suppression assay

*Mouse*. After isolation of Ly6G^+^ or Ly6C^+^ cells as described above, cells were plated in U-bottom 96-well plates (duplicates or triplicates) in complete RPMI. Cells were co-cultured at various ratios with total splenocytes from Pmel or OT-1 transgenic mice in the presence of cognate peptides: OT-1 (SIINFEKL; 0.05 ng/ml) and Pmel (EGSRNQDWL; 0.1 μg/ml). After 48 h, cells were incubated with [^3^H]-thymidine (PerkinElmer) for 16–18 h. Proliferation was measured by using TopCount NXT instrument (PerkinElmer). *Human*. In vitro treated PMNs from healthy donors were plated in U-bottom 96-well plates (triplicates) in complete RPMI. Concurrently, CD3^+^ T cells were isolated from PBMCs of the same donor using the EasySep Human T Cell Enrichment Kit (STEMCELL Technologies). PMNs were coculture at different ratios with 10^5^ T cells and 2.5 μl of Human T-Activator CD3/CD28 Dynabeads (Gibco). After 48 h, cells were incubated with [^3^H]-thymidine as described above.

### Generation of TES

*Mouse*. TES were prepared from excised non-ulcerated EL4, LLC, MC38, Ret melanoma, or KPC pancreas tumors. A small tumor piece (0.5 g) was harvested, minced into pieces <3 mm in diameter and resuspended in complete RPMI. After 16–18 h of incubation at 37 °C with 5% CO_2_, the cell-free supernatant was collected using 0.22 μm filters (EMD Millipore) and kept at −80 °C.

*Human*. TES was prepared from surgically removed tumors and a small tumor piece (0.1–0.5 g) was processed. After 16–18 h of incubation at 37 °C with 5% CO_2_, the cell-free supernatant was collected using 0.22 μm filters (EMD Millipore) and kept at −80 °C.

### ELISA

Mouse interferon-alpha (IFN-α) and beta (IFN-β) concentrations in TES were measured by using Mouse IFN Alpha ELISA Kit (TCM) (PBL Assay Science) and Mouse IFN-beta ELISA Kit (R&D Systems), according to manufacturer’s instructions.

### Western blot analysis

Proteins were extracted from BM or HD PMNs in RIPA buffer followed by western blot staining with anti-p38 (Santa Cruz Biotech) and anti-phospho-p38 (Cell Signaling) followed by anti-rabbit-HRP conjugated secondary antibodies (Sigma Aldrich).

### MDSCs generated in vitro

*Mouse*. Hematopoietic progenitor cells (HPCs) were isolated from mouse bone marrow by using a Lineage depletion kit (Miltenyi), according to the manufacturer’s instructions. Cells were seeded at 25,000 cell/ml in 24-well plates and recombinant GM-CSF (20 ng/ml; Invitrogen), 20% v/v TES were added on day 1 and day 3. At day 5, Ly6G positive neutrophils were isolated by using anti-Ly6G biotin (Miltenyi) and streptavidin beads (Miltenyi), according to manufacturer’s followed by suppression assay. In addition, total cells were stained and analyzed for flow cytometry. In other experiments, LY2228820 p38 inhibitor (1 μM; Selleckchem) was added to HPC culture on day 3.

*Human*. Hematopoietic progenitor cells (HPCs) were isolated from cord blood using the CD34 MicroBead Kit (Miltenyi), according to the manufacturer’s instructions. Cells were seeded at 5 × 10^4^ cell/ml in 6-well plates with recombinant G-CSF (100 ng/ml; PeproTech) and GM-CSF (10 ng/ml; PeproTech). At day 7, 30% v/v TES were added and the next day flow cytometry analysis was performed.

### In vitro treatment

*Mouse*. Splenic PMN-MDSCs or M-MDSCs isolated from TB mice were treated with mouse IFNβ (2000 units/ml; PBL Assay Science) for 2 h before assessing their suppressive activity. Total BM cells were treated with TES (30% v/v) or thapsigargin (THG) (0.5, 1, 2 μM; Sigma) and recombinant GM-CSF (10 ng/ml) for 16–18 h followed by measurement of cell surface IFNAR1 levels by flow cytometry. BM PMNs treated with lactic acid (20 μM; Sigma Aldrich) and recombinant GM-CSF (10 ng/ml) for 16–18 h followed by flow cytometry analysis. BM PMNs and Mon pretreated with LY2228820 p38 inhibitor (1 μM; Selleckchem) or vehicle (DMSO) for 2 h and then treated with TES (30% v/v) for an additional 2 h. Experiments with hypoxia (0.5% O_2_) for 16–18 were maintained using a hypoxic chamber (BioSpherix).

*Human*. HD PMNs were isolated as described above and treated with TES (30% v/v), TCM (30% v/v) or THG (1 μM; Sigma), and recombinant GM-CSF (20 ng/ml; PeproTech) for 16–18 h. PMNs were pretreated with human IFNβ (2000 units/ml; PBL Assay Science) for 2 h followed by THG (1 μM) for another 16–18 h before suppression assay as described previously.

### In vivo treatment

*Depletion of CD8*^*+*^*T cells*. To deplete CD8^+^T cells, 100 μg anti-CD8 (Bio-XCell) or control PBS per mouse was delivered by i.p. injection at day −1, 0, 4, 8, 12, 16, 18, 22. MC38 (1 × 10^6^) cells were injected s.c. into C57BL/6 mice. On day 12, TB mice were treated by gavage with p38 inhibitor LY2228829 (1 mg/kg; Selleckchem) prepared in methylcellulose. MC38 TB mice received p38 inhibitor every other day and gavage with analogous volumes of pure methylcellulose was used as vehicle control. Poly I:C (Sigma; 100 μg/ml in PBS, 100 μl/mouse) was injected i.p. every day starting from day 12. In other experiments, MC38 TB mice were treated with 100 μg anti-CD8 followed by Poly I:C and p38i.

### Quantitative real-time PCR

Total RNA was extracted using the Quick-RNA Microprep Kit (Zymo Research) according to the manufacturer’s protocol. cDNA was generated with a High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). qRT-PCR was performed using Power SYBR Green PCR Master Mix (Applied Biosystems) in 96-well plates. Plates were read with ABI 7500 Fast Real-Time PCR system (Applied Biosystems). Primers are described in Supplementary Table 2.

### RNA-sequencing

Totally, 75 ng of DNAse I treated, total RNA extracted from PMN-MDSC using the Direct-zol RNA Miniprep (Zymo Research, Irvine, CA) was used to prepare library using the Quant-Seq 3′mRNA-Seq Library Preparation Kit (Lexogen, Vienna, Austria). RNA quantity was determined using the Qubit 2.0 Fluorometer (ThermoFisher Scientific, Waltham, MA) and the quality was validated using the TapeStation RNA ScreenTape (Agilent, Santa Clara, CA). Library quantity was determined using qPCR (KAPA Biosystem, Wilmington, MA) and size was determined using the Agilent TapeStation and the DNA High Sensitivity D5000 ScreenTape (Agilent, Santa Clara, CA). Equimolar amounts of each sample library were pooled, denatured, and High-Output, Single-read, 75 bp cycle. Next-generation sequencing was done on a NextSeq 500 (Illumina, San Diego, CA).

Microarray data from previous study^26^ were tested for differences between PMN and PMN-MDSCs using *t* test and *p* values were adjusted for multiple testing by Storey et al. procedure^78^. A list of 633 genes known to be induced by type I interferon at least tenfold in mice was derived from the interferome.org database. Enrichment of interferon-inducible genes among genes significantly downregulated in PMN-MDSC with FDR < 20% was tested using Fisher Exact Test.

RNA-seq data were aligned using Bowtie2 against hg19 genome and RSEM v1.2.12 software^79^ was used to estimate gene-level read counts using Ensemble transcriptome information. DESeq2^80^ was used to estimate the significance of differential expression difference between the two experimental groups. Gene set enrichment analysis was done on genes passing nominal *p* < 0.05 significance threshold using QIAGEN’s Ingenuity^®^ Pathway Analysis software (IPA^®^, QIAGEN Redwood City,www.qiagen.com/ingenuity) using “Canonical Pathways” options. Only pathways that passed FDR < 10% threshold and had significantly predicted activation state (|*Z*-score| > 2) were reported.

### ROS production

Reactive oxygen species were measured by using oxidation-sensitive dye DCFDA (C6827, Molecular Probes/Invitrogen Life Technologies). Splenocytes were labeled with surface markers, washed, and incubated at 37 °C in the serum-free RPMI media in the presence of 3 μM DCFDA. After incubation for 30 min, the cells were analyzed using flow cytometry.

### Detection of ubiquitinated INFAR1 in THP-1 cells

Totally, 1 × 10^7^ of THP-1 cells were pretreated with vehicle (DMSO) or p38 inhibitor LY2228820 (2 μM, Selleckchem) 1 h prior to 30 min treatment with MC38 tumor conditioned media (TCM) (75%, v/v) or 1 h treatment with Thapsigargin (1 μM, Sigma). Serum-free medium (SFM) served as a negative control to MC38 TCM. Whole-cell lysates were obtained by using 1% NP40 Tris-HCl lysis buffer supplemented with 0.5 M NaF (Sigma), 100 mM Na_3_VO_4_ (Sigma), 1 M β-glycerol phosphate (Sigma), and 10 mM N-Ethylmaleimide (Sigma). Totally, 1.5 mg of whole-cell lysates were mixed with 1.5 μg of anti-IFNAR1 antibody (clone EA12^81^) and incubated in lysis buffer in a final volume of 500 μL at 4 °C under rotation for 4 h. Protein G agarose beads (Invitrogen) were then incubated with whole-cell lysates overnight at 4 °C with rotation. After washing the beads three times with lysis buffer, the proteins were eluted from the beads in a 4× SDS sample loading buffer. Anti-Ub antibodies (clone FK2, Sigma) were used to detect ubiquitinated IFNAR1 protein. Totally, 100 μg of cell lysates were processed to determine p-IFNAR1 (anti-phosphoSer-IFNAR1 antibody^82^) and 60 μg of cell lysates were processed for IFNAR1 (anti-human IFNAR1 antibody, Abcam) and β-actin (clone AC-15, Sigma).

### Statistics

Statistical analysis was performed using a two-tailed Student’s *t* test or Mann–Whitney test after the analysis of the distribution of variables. If the analysis included more than two groups, an ANOVA test with corrections for multiple comparisons was used. Significance was determined at *p* < 0.05. Tumor size evaluation was performed using two-way ANOVA with adjustments for repeated measurements. All calculations were made using GraphPad Prism 8.4.2 software (GraphPad Software Inc.).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

RNAseq data generated in this study have been deposited in the GEO GenBank under accession code GSE166770. The remaining data are available within the Article, Supplementary Information or available from the authors upon request.

# Supplementary material for: Immune suppressive activity of myeloid-derived suppressor cells in cancer requires inactivation of the type I interferon pathway
**Source:** Nat Commun. 2021 Mar 19;12:1717. doi: 10.1038/s41467-021-22033-2

Supplementary information

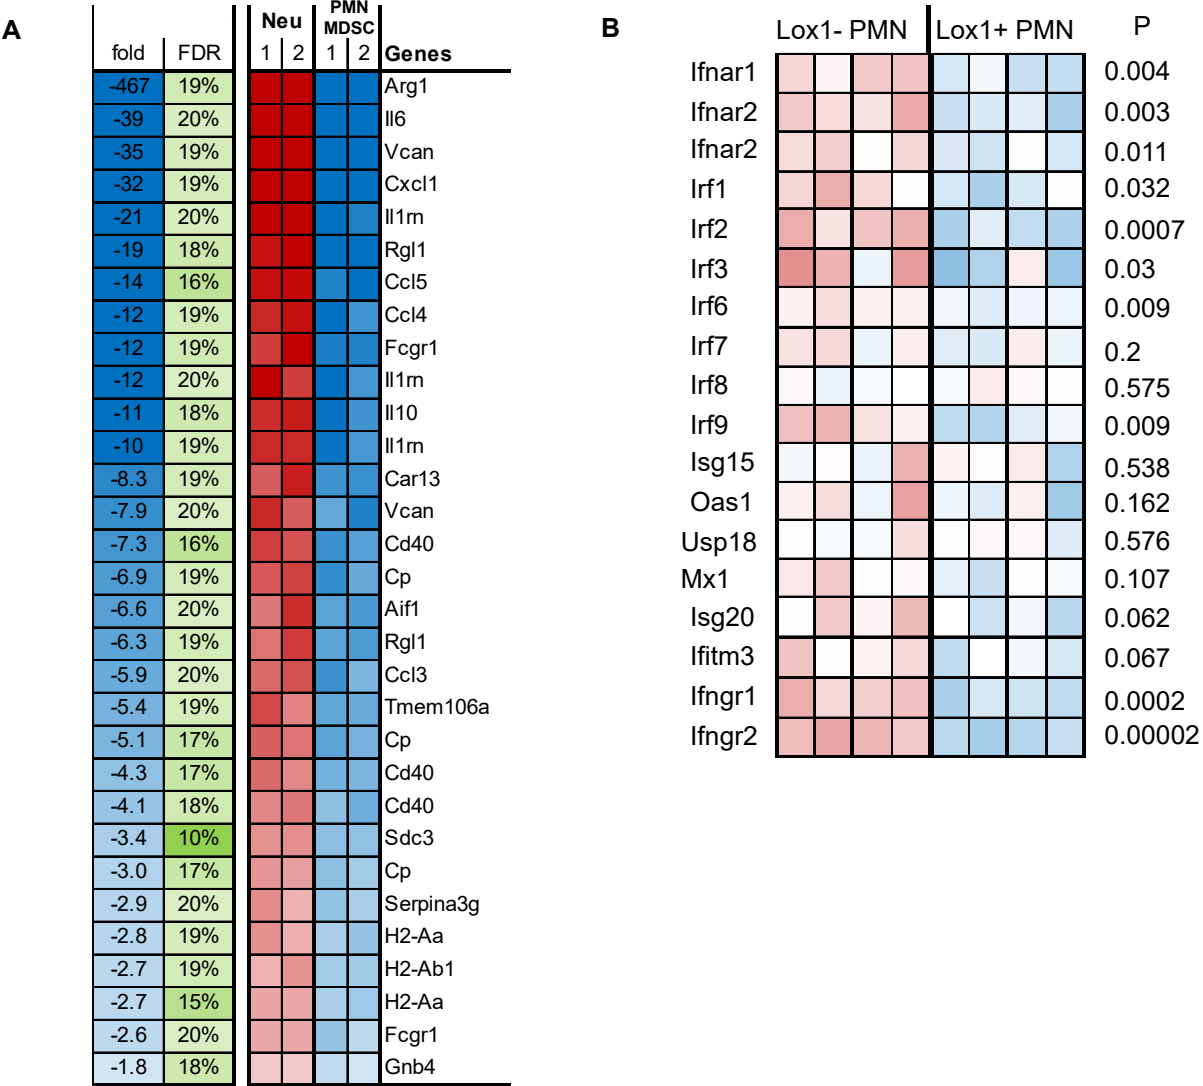

**Supplementary Figure 1. List of genes involved in IFN1 signaling in PMN-MDSCs versus PMNs.** (A) Affymetrix microarray analysis of genes involved in type 1 interferon signaling pathway in mouse PMN-MDSCs and neutrophils. False discovery rate (FDR) was calculated in Fisher exact test. (B) RNAseq analysis of genes involved in type 1 interferon signaling pathway in human LOX1+ PMN-MDSC and LOX1 – PMN.

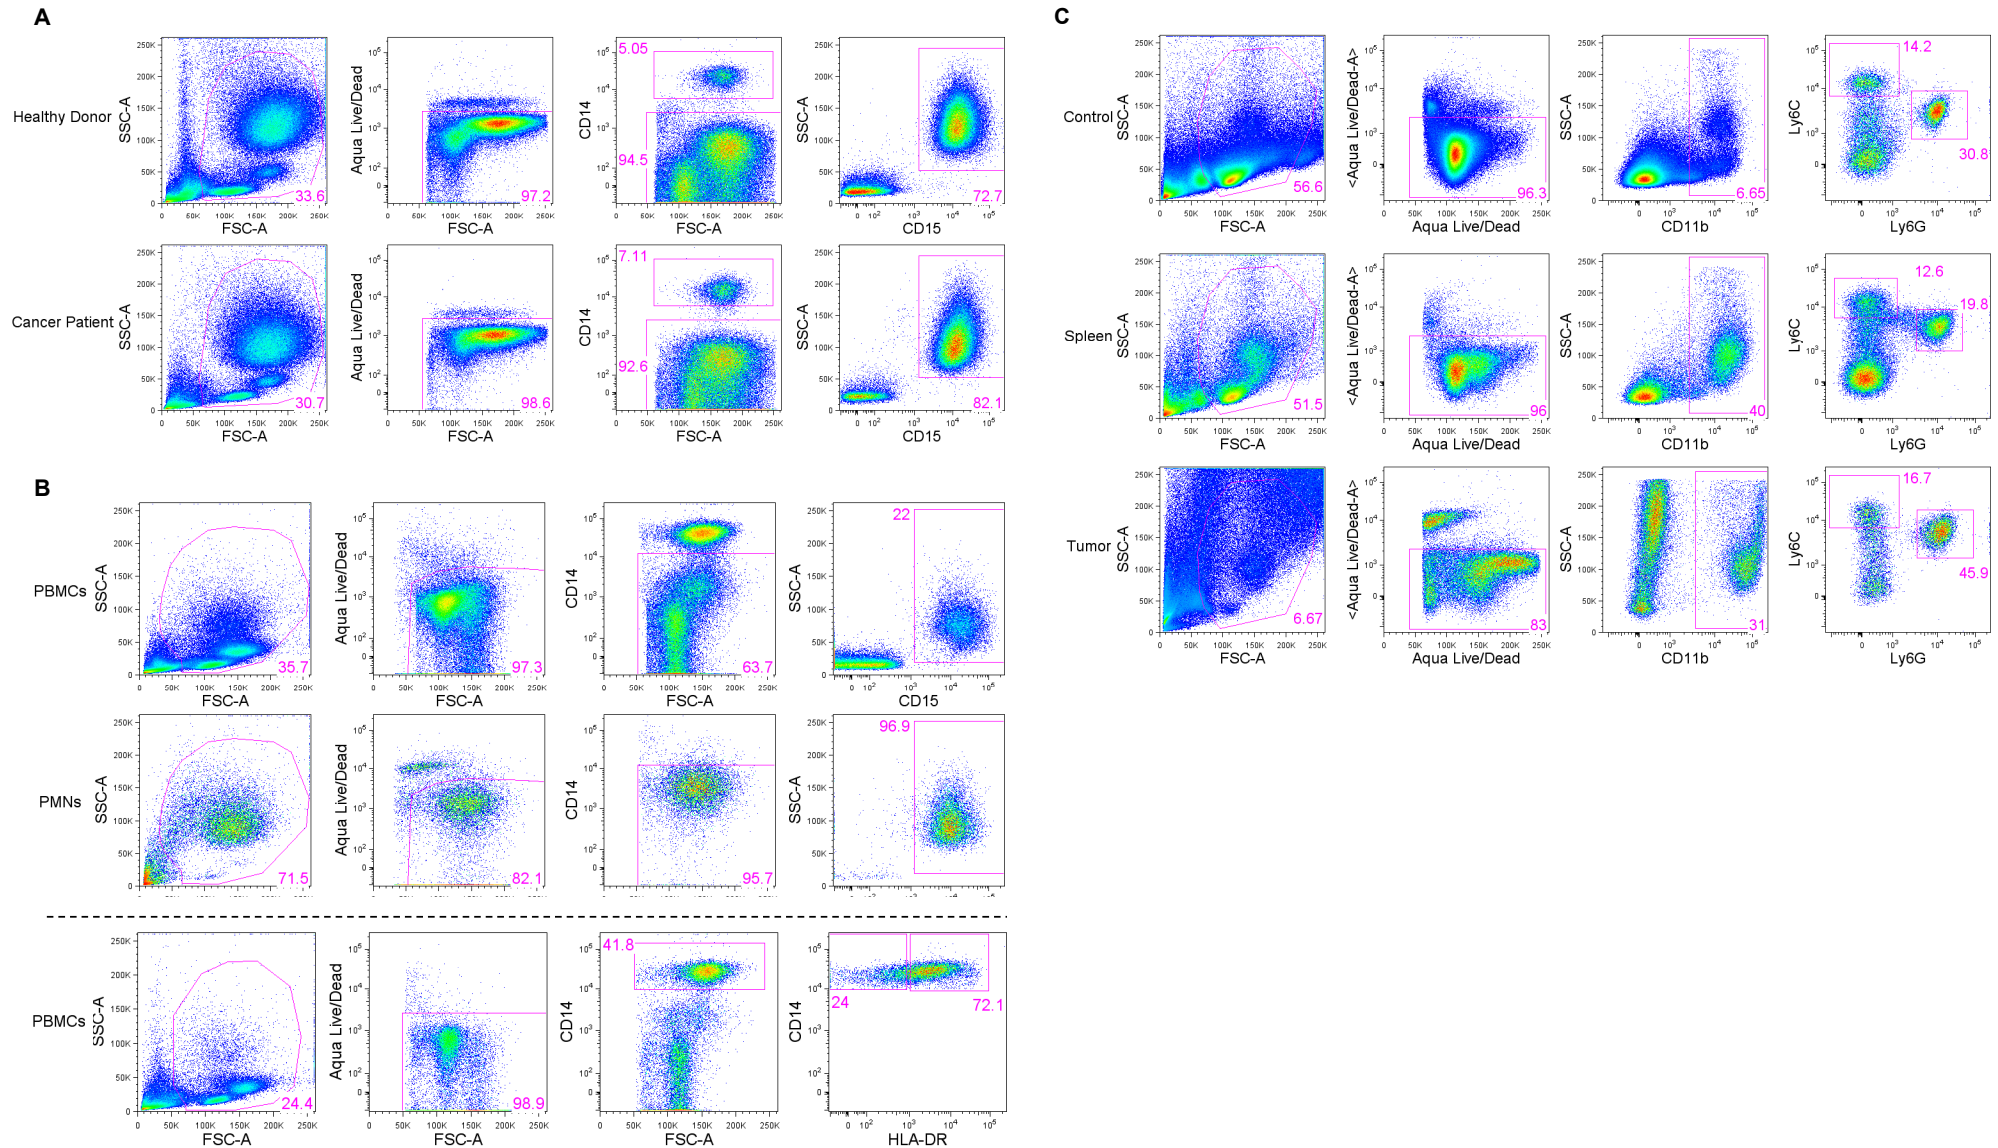

**Supplementary Figure 2. Gating strategy for mouse and human MDSCs.** (A) Gating strategy for CD15<sup>+</sup> cells from whole blood of healthy donors and cancer patients. (B) Flow cytometry analysis of cancer patient's PMN-MDSCs versus PMNs based on CD15<sup>+</sup> marker from PBMCs and PMNs fractions after histopaque gradient centrifugation (top). Flow cytometry gating for CD14<sup>+</sup> M-MDSCs versus Mon based on HLA-DR expression (bottom), (C) phenotype of EL-4 tumor-bearing mice spleen and tumor PMN-MDSC (CD11b<sup>+</sup>Ly6CloLy6G<sup>+</sup>) and M-MDSC (CD11b<sup>+</sup>Ly6ChiLy6G<sup>-</sup>) compared with tumor-free mice by flow cytometry.

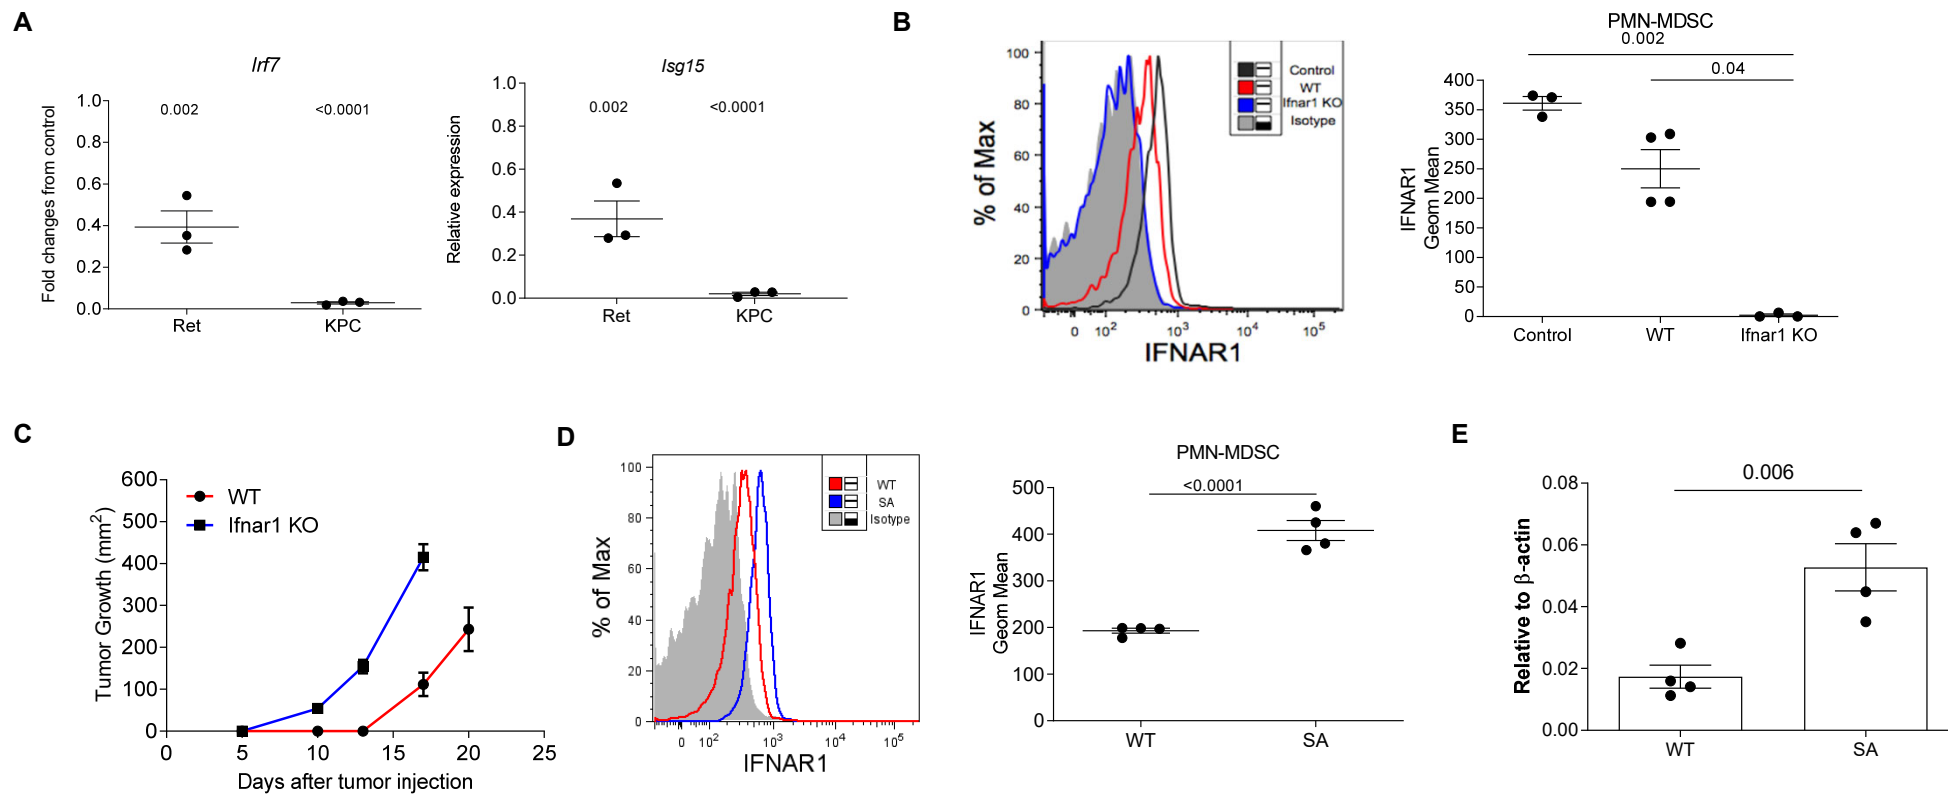

**Supplementary Figure 3. Expression of IFN1 response genes in PMN-MDSC from KPC and RET transgenic mice and IFNAR1 levels in PMN-MDSCs from WT, IFNAR1 KO and SA tumor-bearing mice.** (A). *Ifi7* and *Isg15* expression in PMN-MDSCs isolated from spleen of Ret Melanoma and KPC mice tumor-bearing mice. Each dot represents gene expression as fold change over PMNs from spleen of tumor-free mice. (n=3). Mean  $\pm$  SEM are shown. P values were calculated in unpaired two-sided Student's t-test. (B) Histogram (left) and cumulative results (right) of IFNAR1 expression in Ly6G<sup>+</sup> cells (PMN-MDSCs) from spleen of control tumor-free or WT and IFNAR1 KO tumor-bearing mice. (n=4 for WT group and n=3 for other two groups). Mean  $\pm$  SEM are shown. P values were calculated in one-way ANOVA test with correction for multiple comparisons. (C). EL-4 tumor growth in WT and *Ifnar1* KO C57BL/6 mice. Representative of two experiments (n=3). Mean  $\pm$  SEM are shown. (D) Histogram (left) and cumulative results (right) of IFNAR1 expression in Ly6G<sup>+</sup> cells (PMN-MDSCs) from spleen of WT and SA tumor-bearing mice. Results of individual mice and mean  $\pm$  SEM are shown. (n=4). P value was calculated in unpaired two-sided Student's t-test. (E) Expression of *Ifi7* in PMN-MDSC isolated from spleen of WT and SA EL4 TB mice. Results of individual experiments (n=4) and Mean  $\pm$  SEM are shown. P value was calculated in unpaired two-sided Student's t-test.

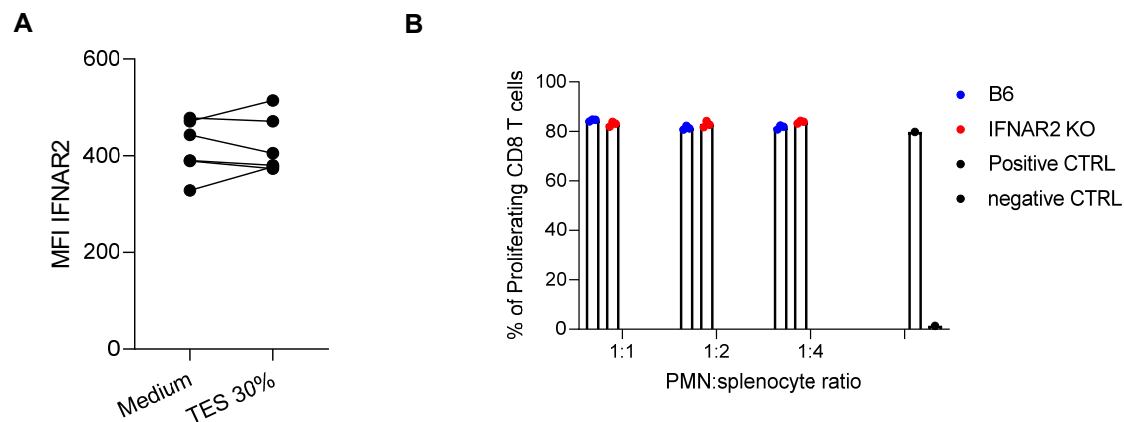

**Supplementary Figure 4. Lack of IFNAR2 did not convert PMN to PMN-MDSC.** A. PMN were isolated from blood of healthy donor volunteers and cultured for 16-18h with medium containing 20ng/ml of GM-CSF with or without 30% of TES. IFNAR2 level was measured by flow cytometry. Each dot represent an individual volunteer. Geometric MFI is shown. B. PMN were isolated from BM of naïve WT or *Ifnar2* KO mice and suppressive activity of the cells was measured by co-culturing PMN with PMEL splenocytes stained with Cell trace Far red at different ratio stimulated with the cognate peptide (gp100 10 ng/ml). Cell trace dilution was measured after 48h to assess proliferation of CD8 + T cells (n=3).

**A**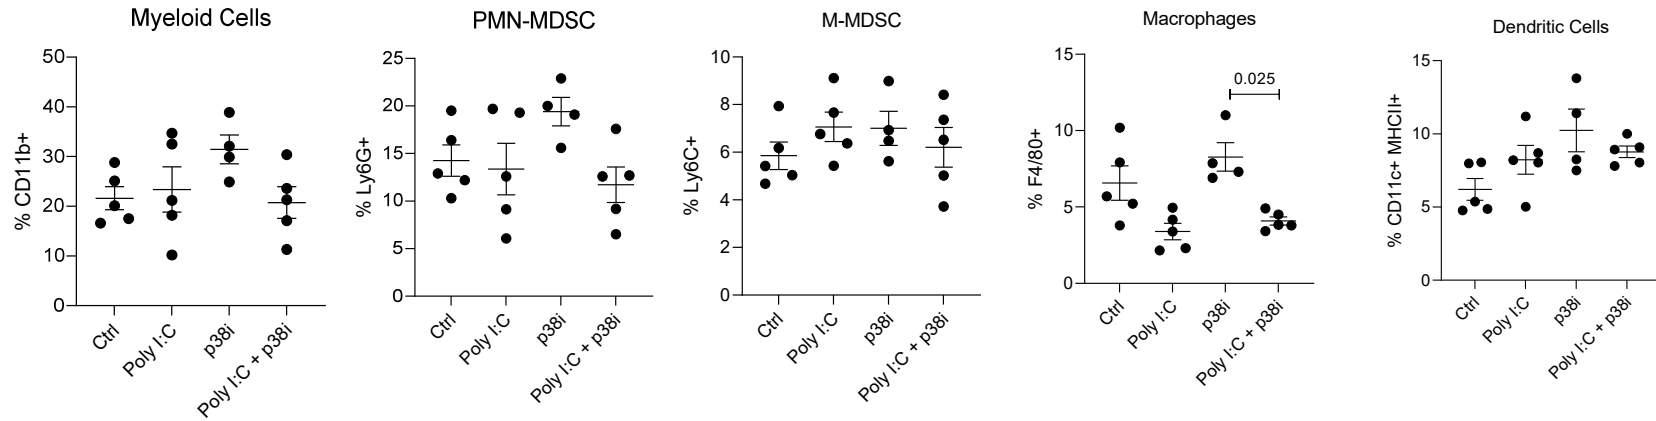**B**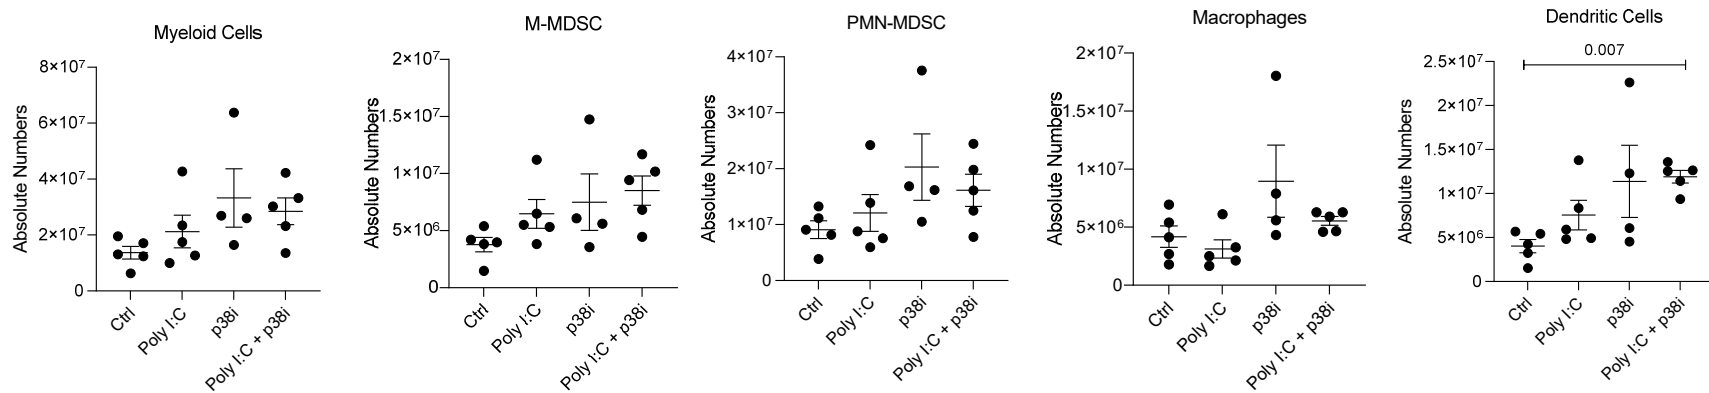

**Supplementary Figure 5. Phenotype of myeloid cells after combination therapy.** (A) Percentage of myeloid cells in spleen of MC38 tumor-bearing mice after control (ctrl), Poly I:C, p38i or Poly I:C + p38i (n=5). (B) Absolute numbers of myeloid cells in spleen of MC38 tumor-bearing mice after control (ctrl), Poly I:C, p38i or Poly I:C + p38i (n=4 for p38i group and n=5 for all other groups). Mean ± SEM are shown. P values were calculated in one-way ANOVA test with correction for multiple comparisons.

**Supplementary Table 1. Antibodies used in the study**

| Company                  | Antibody/isotype             | Clone       | Catalog number | Dilution used in the study |
|--------------------------|------------------------------|-------------|----------------|----------------------------|
| Biolegend                | Anti-mouse IFNAR1            | MARI-5A3    | 127312         | 1:50                       |
|                          | IgG1 $\kappa$ Iso – PE       | MOPC-21     | 400112         | 1:50                       |
|                          | CD11b – BV421                | M1/70       | 101236         | 1:100                      |
|                          | CD11c – APC-Cy7              | N418        | 117324         | 1:50                       |
|                          | Pe mouse IgG2a ISO           | MOPC-173    | 400214         | 1:5                        |
|                          | Ly6G-FITC                    | 1A8         | 127606         | 1:100                      |
|                          | Ly6C-APC                     | HK1.4       | 128016         | 1:200                      |
|                          | CD8a                         | 53-6.7      | 100708         | 1:100                      |
|                          | Ly6C-PercP-Cy5.5             | HK1.4       | 128012         | 1:200                      |
| PBL Assay Science        | Hu-IFN-alpha/beta R2 PE      | MMHAR-2     | 21385-3        | 1:5                        |
| BD Bioscience            | Ly6C – PeCy7                 | AL-21       | 560593         | 1:100                      |
|                          | Ly6G – APC                   | 1A8         | 560599         | 1:100                      |
|                          | I-A/I-E – PerCP-Cy5.5        | M5/114.15.2 | 562363         | 1:100                      |
|                          | CD15 – PerCP-Cy5.5           | HI98        | 560828         | 1:50                       |
|                          | CD14 – APC-H7                | M5E2        | 561384         | 1:50                       |
|                          | HLA-DR – FITC                | G46-6       | 560944         | 1:50                       |
| Thermo Fisher Scientific | F4/80 – FITC                 | BM8         | 11-4801-82     | 1:50                       |
|                          | p-p38 – APC                  | 4NIT4KK     | 17-9078-42     | 1:10                       |
|                          | IgG2b $\kappa$ Iso – APC     | eBMG2b      | 17-4732-81     | 1:10                       |
| R&D system               | Human IFN-alpha/beta R1 – PE | 85228       | FAB245P        | 1:10                       |
|                          | Mouse IgG1 – PE              | 11711       | IC002P         | 1:10                       |
|                          | phosphoSer-IFNAR1 (western)  | n/a         | [1]            | 1:2000                     |
|                          | IFNAR1 (IP)                  | EA12        | [2]            | n/a                        |
| Abcam                    | IFNAR1 (western)             | EP899Y      | ab45172        | 1:1000                     |
| Sigma Aldrich            | Ub (western)                 | FK2         | 04-263         | 1:1000                     |
|                          | Actin (western)              | AC-15       | A5441          | 1:1000                     |
| Millipore                | anti-rabbit-HRP conjugated   | n/a         | AP187P         | 1:20000                    |
| Cell Signaling           | anti-phospho-p38             | 28B10       | 9216S          | 1:1000                     |
|                          | anti-mouse-HRP conjugated    | n/a         | 7076S          | 1:20000                    |
| Santa Cruz Biotech       | anti-p38                     | C-20        | sc-535         | 1:1000                     |

**Supplementary Table 2. Primers used in this study**

| Primer         | Sequences                            |
|----------------|--------------------------------------|
| $\beta$ -actin | F: GGA GGG GGT TGA GGT GTT           |
|                | R: GTG TGC ACT TTT ATT GGT CTC AA    |
| Irf7           | F: TGC TGT TTG GAG ACT GGC TA        |
|                | R: CGA AAT GCT TCC AGG GTA CG        |
| Isg15          | F: GCT CGAC TAA CTC CAT GAC GG       |
|                | R: CTC ACC AGG ATG CTC AGA GG        |
| Arg1           | R: ATC GGA GCG CCT TTC TCA AAA       |
|                | F: GGT CTC TCA CGT CAT ACT CTG TTT C |
| Ptgs2          | F: GCC TGA GCG GGA ATA GTA GG        |
|                | R: GAT TTC CGG CTA GAG GTG GG        |
| Ptges          | F: GCA CAC TGC TGG TCA TCA AG        |
|                | R: ACG TTT CAG CGC ATC CTC           |
| Nox2           | R: GGG AAC TGG GCT GTG AAT GA        |
|                | F: CAG TGC TGA CCC AAG GAG TT        |

## Supplementary References

1. Bhattacharya, S., et al., *Inducible priming phosphorylation promotes ligand-independent degradation of the IFNAR1 chain of Type I interferon receptor*. Journal of Biological Chemistry, 2010. **285**(4): p. 2318-2325.
2. Goldman, L.A., et al., *Characterization of Antihuman IFNAR-1 Monoclonal Antibodies: Epitope Localization and Functional Analysis*. Journal of Interferon & Cytokine Research, 1999. **19**(1): p. 15-26.

## Supplementary Figure 6: Unprocessed gels

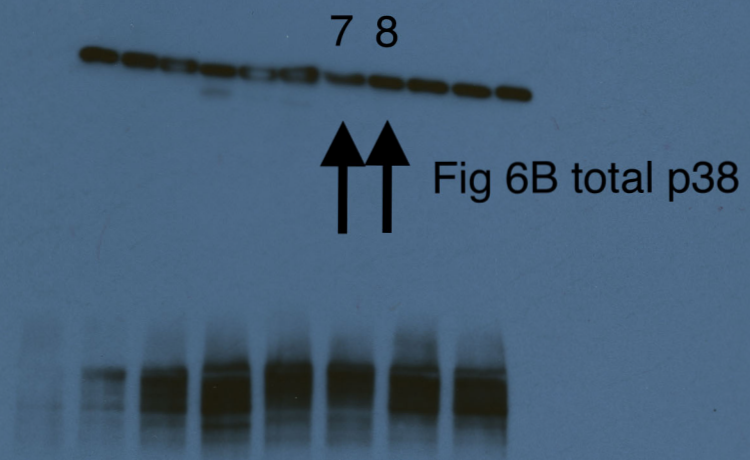

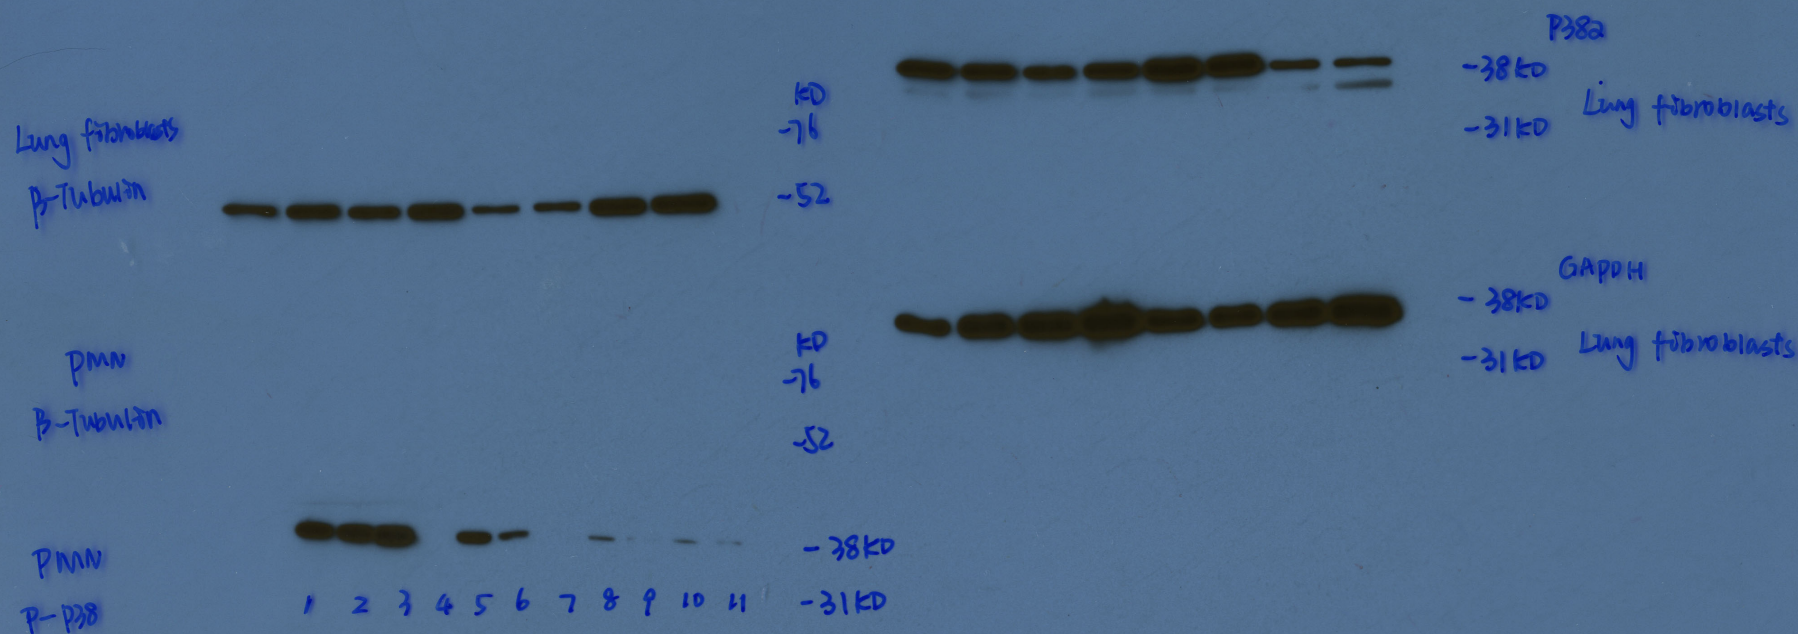

↑↑ Fig 6B p-p38

PMN Sample list:

- |                 |                         |
|-----------------|-------------------------|
| 1: HD44 PMN-1   | 7: WT-BM PMN-WT         |
| 2: HD44 PMN-2   | 8: WT-BM PMN-TES (2h)   |
| 3: HD576 CD15   | 9: SA-BM PMN-WT         |
| 4: HD445 CD15   | 10: SA-BM PMN-TES (2h)  |
| 5: TB101 CD15-1 | 11: TG positive control |
| 6: TB101 CD15-2 |                         |

3-29-2019

1'

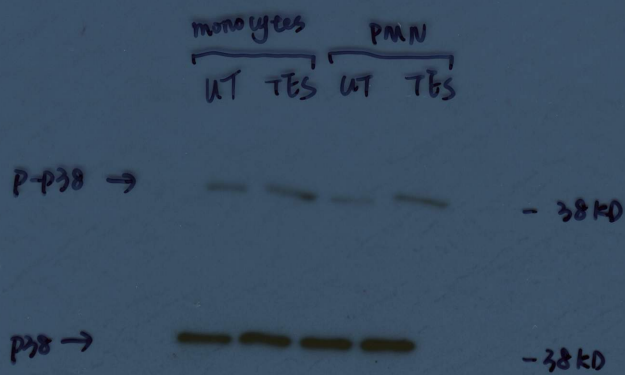

Fig 6F

0.5''

7-9-2020

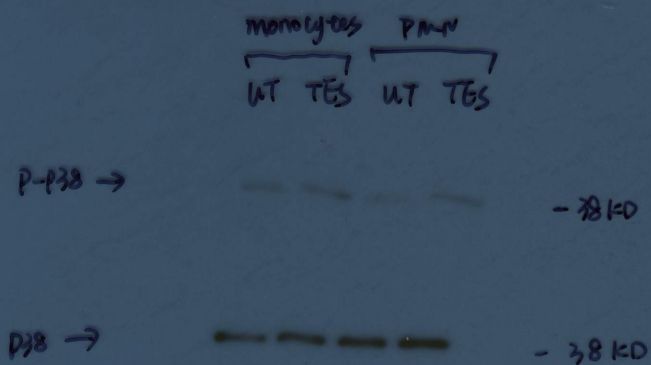

7-9-2020

0.5''

Gel 3  
P-STAT1  
(Y701)

Gel 4  
P-STAT1  
(Y701)

Fig 6G p-p38

Gel 3  
P-P38 →

Gel 4  
P-P38

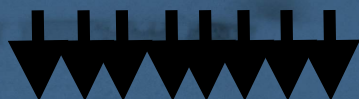

-52KD  
-38KD  
-31KD  
-52KD  
-38KD  
-31KD

Gel 3  
Sample PMN - G123 221 222 514 WT 125 123 116 221 1221 222 TG  
- - TBS TBS TBS TBS - TBS TBS TBS TBS TBS TBS  
HD44 PMN HD PMN

Gel 4  
Sample WT WT WT WT WT WT SA SA SA SA SA SA  
WT-1 WT-2 WT-3 TBS-1 TBS-2 TBS-3 WT-1 WT-2 WT-3 TBS-1 TBS-2 TBS-3

Gel 1 Sample 1st: (MP SLN<sup>-</sup>/SLN<sup>+</sup>)

9 8 8 8 1 1 1 1 1 1  
1 1 2 2 1 1 1 1 1 1  
4 0 9 0 5 6 1 2 4 6

-102KD  
-76KD  
-52KD  
-38KD  
-31KD

Gel 1  
← P-P38

-102KD  
-76KD  
-52KD  
-38KD  
-31KD

Gel 2  
← P-P38

1 1 1 1 1 1 1 1 1 1  
0 0 0 0 0 0 0 0 0 0  
2 0 1 0 1 1 1 1 2 5  
5 0 0 6 4 6 4 8 8 8

Gel 2 Sample 1st: (MP SLN<sup>-</sup>/SLN<sup>+</sup>)

5'

1-22-2019

Fig  
6H  
total  
p38

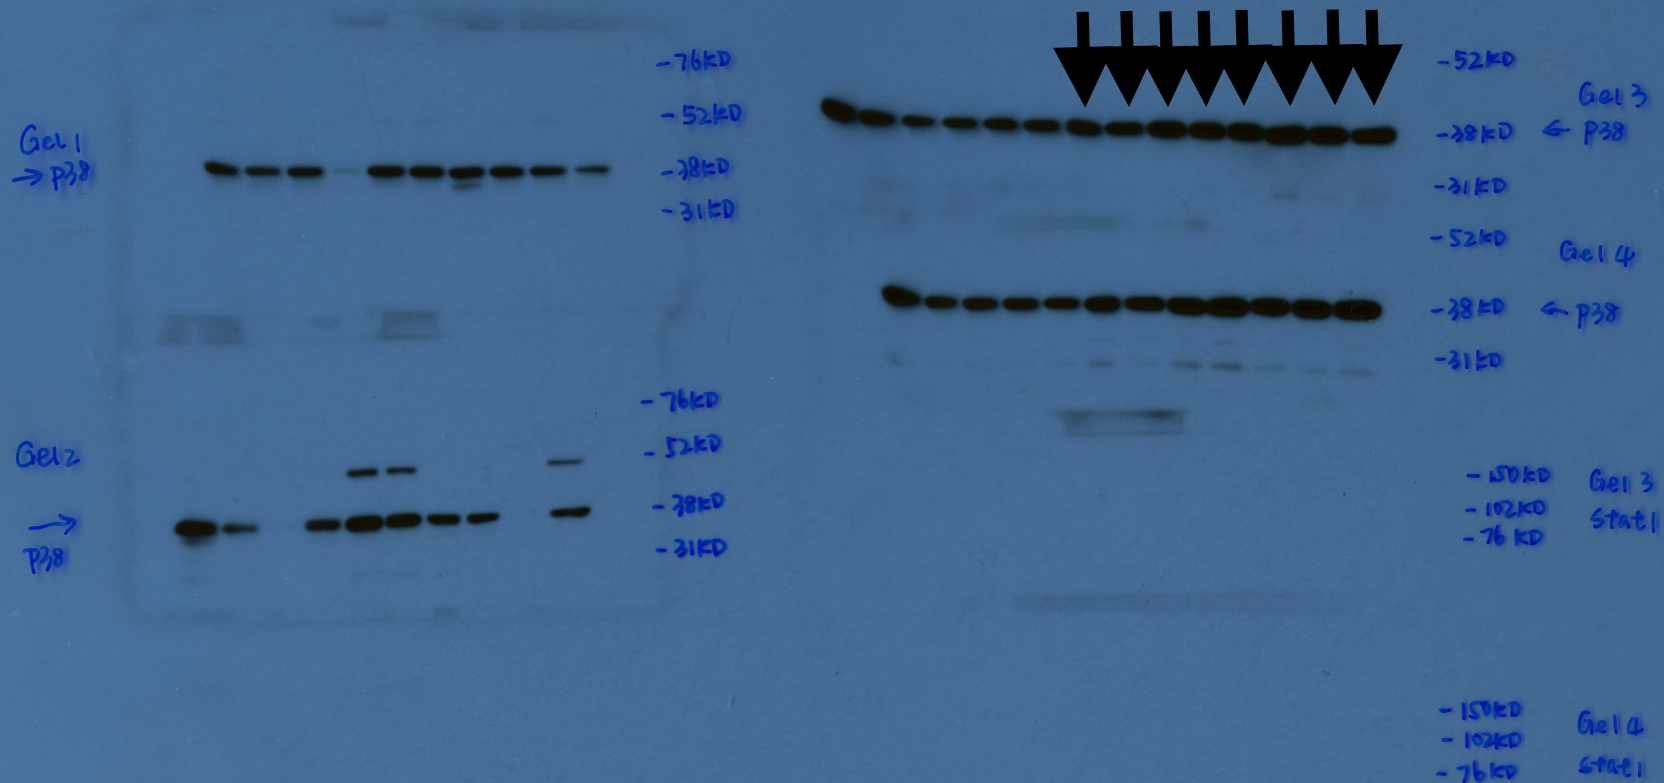

1'  
1-23-2019

Western blots figure 6G

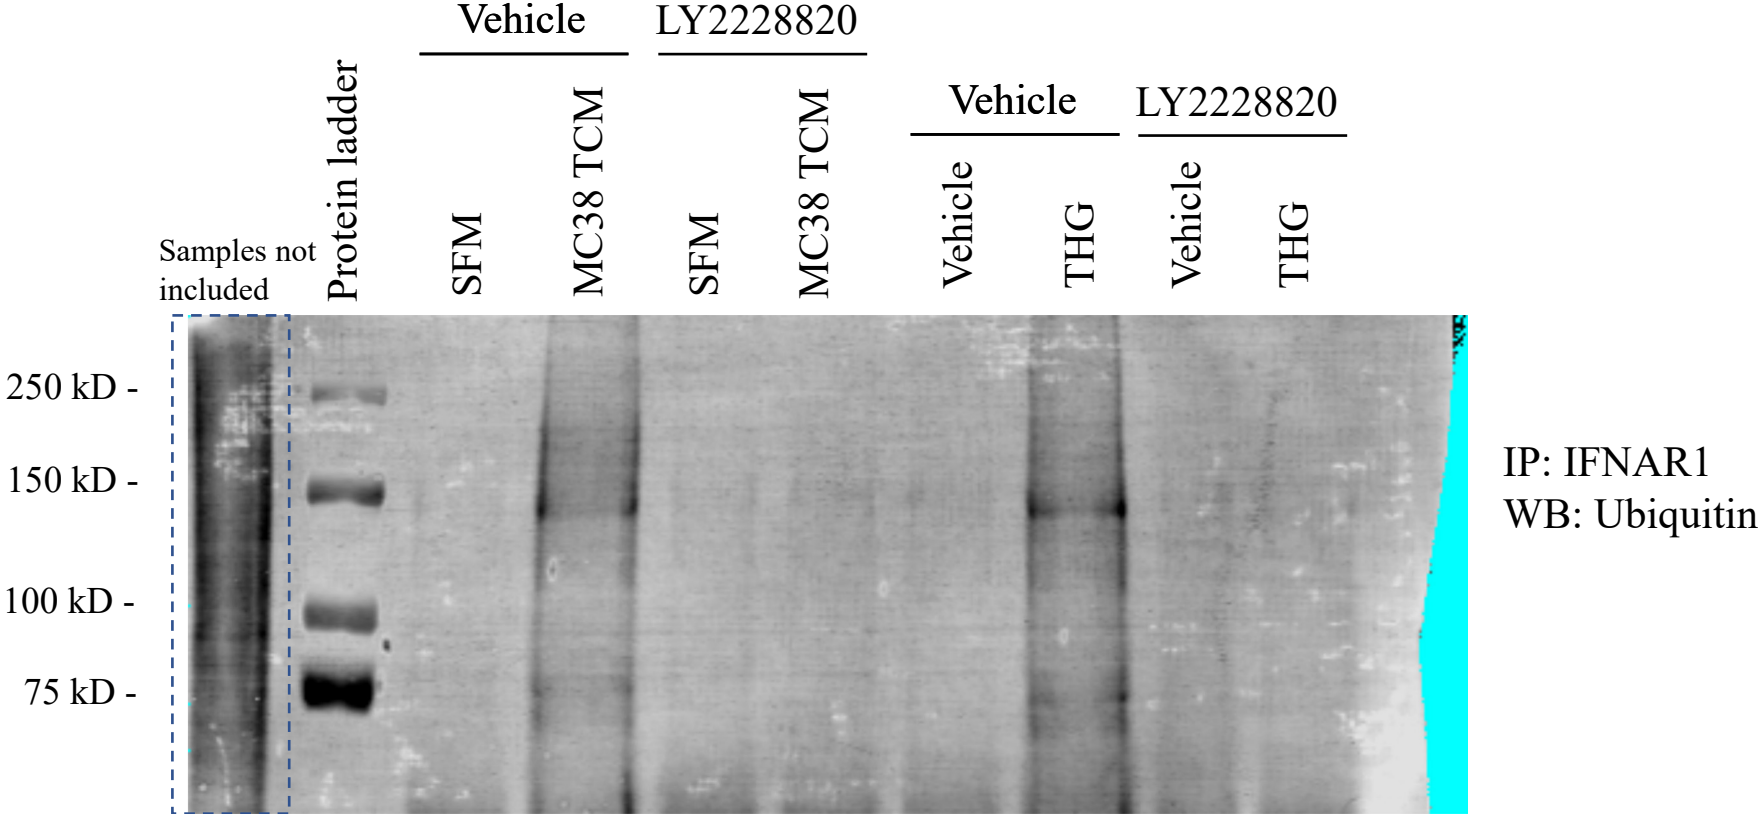

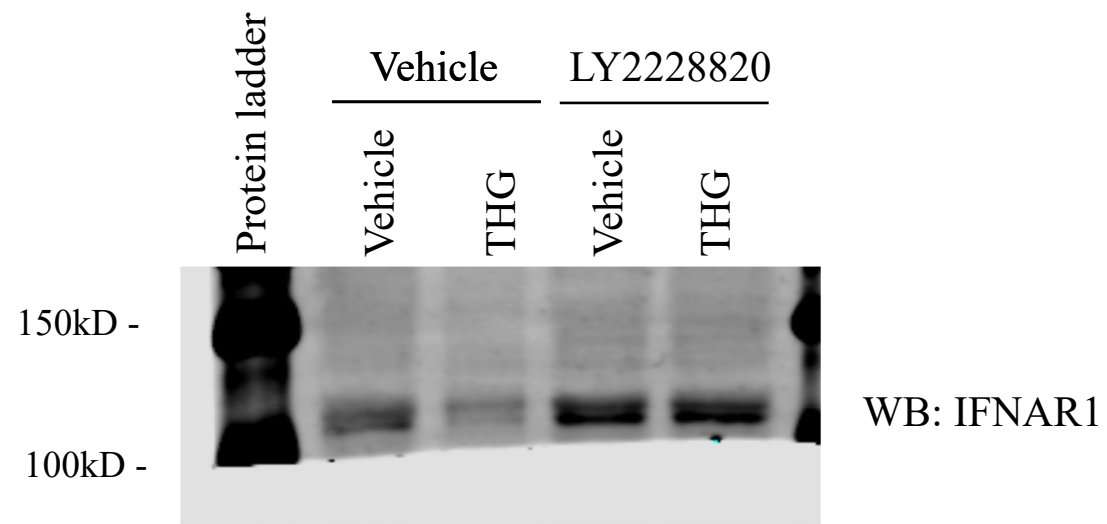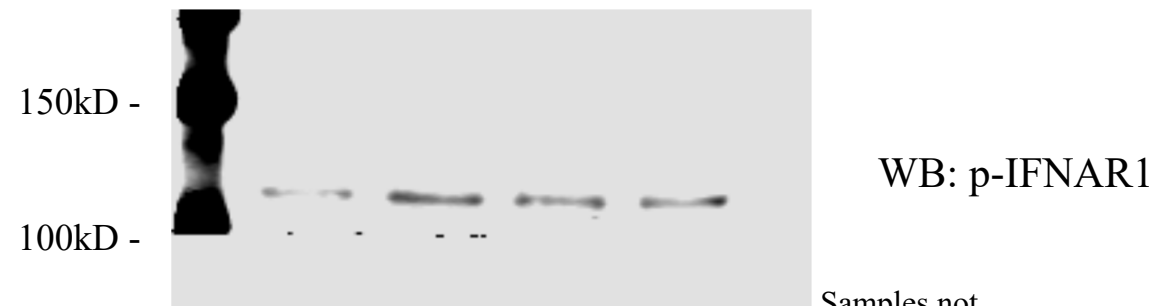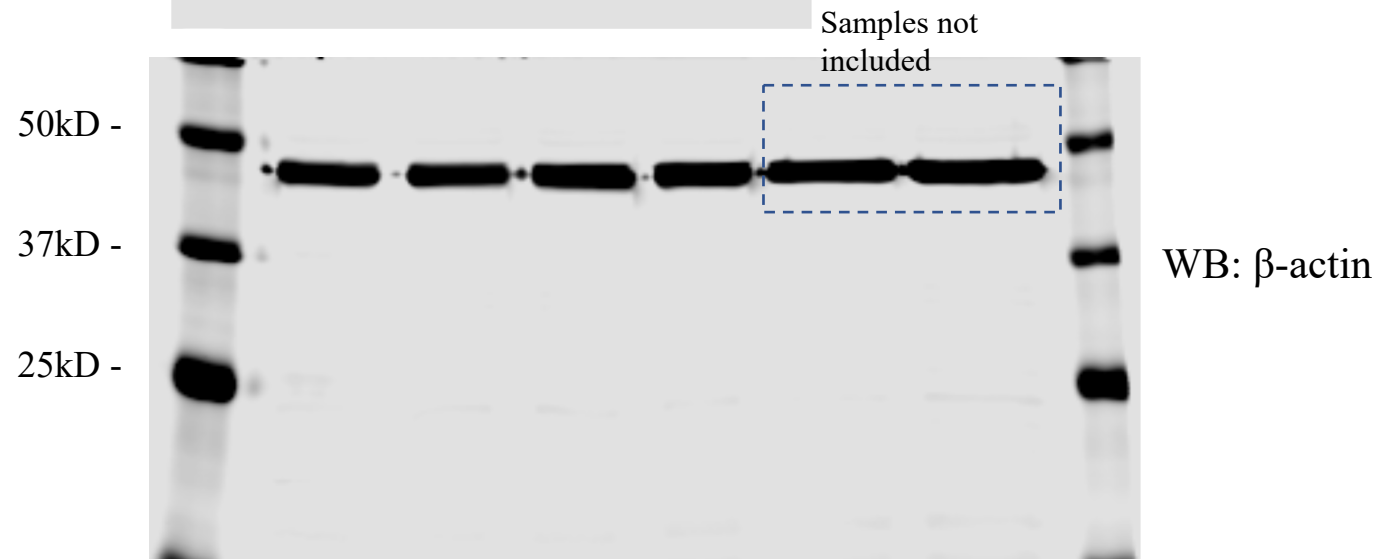

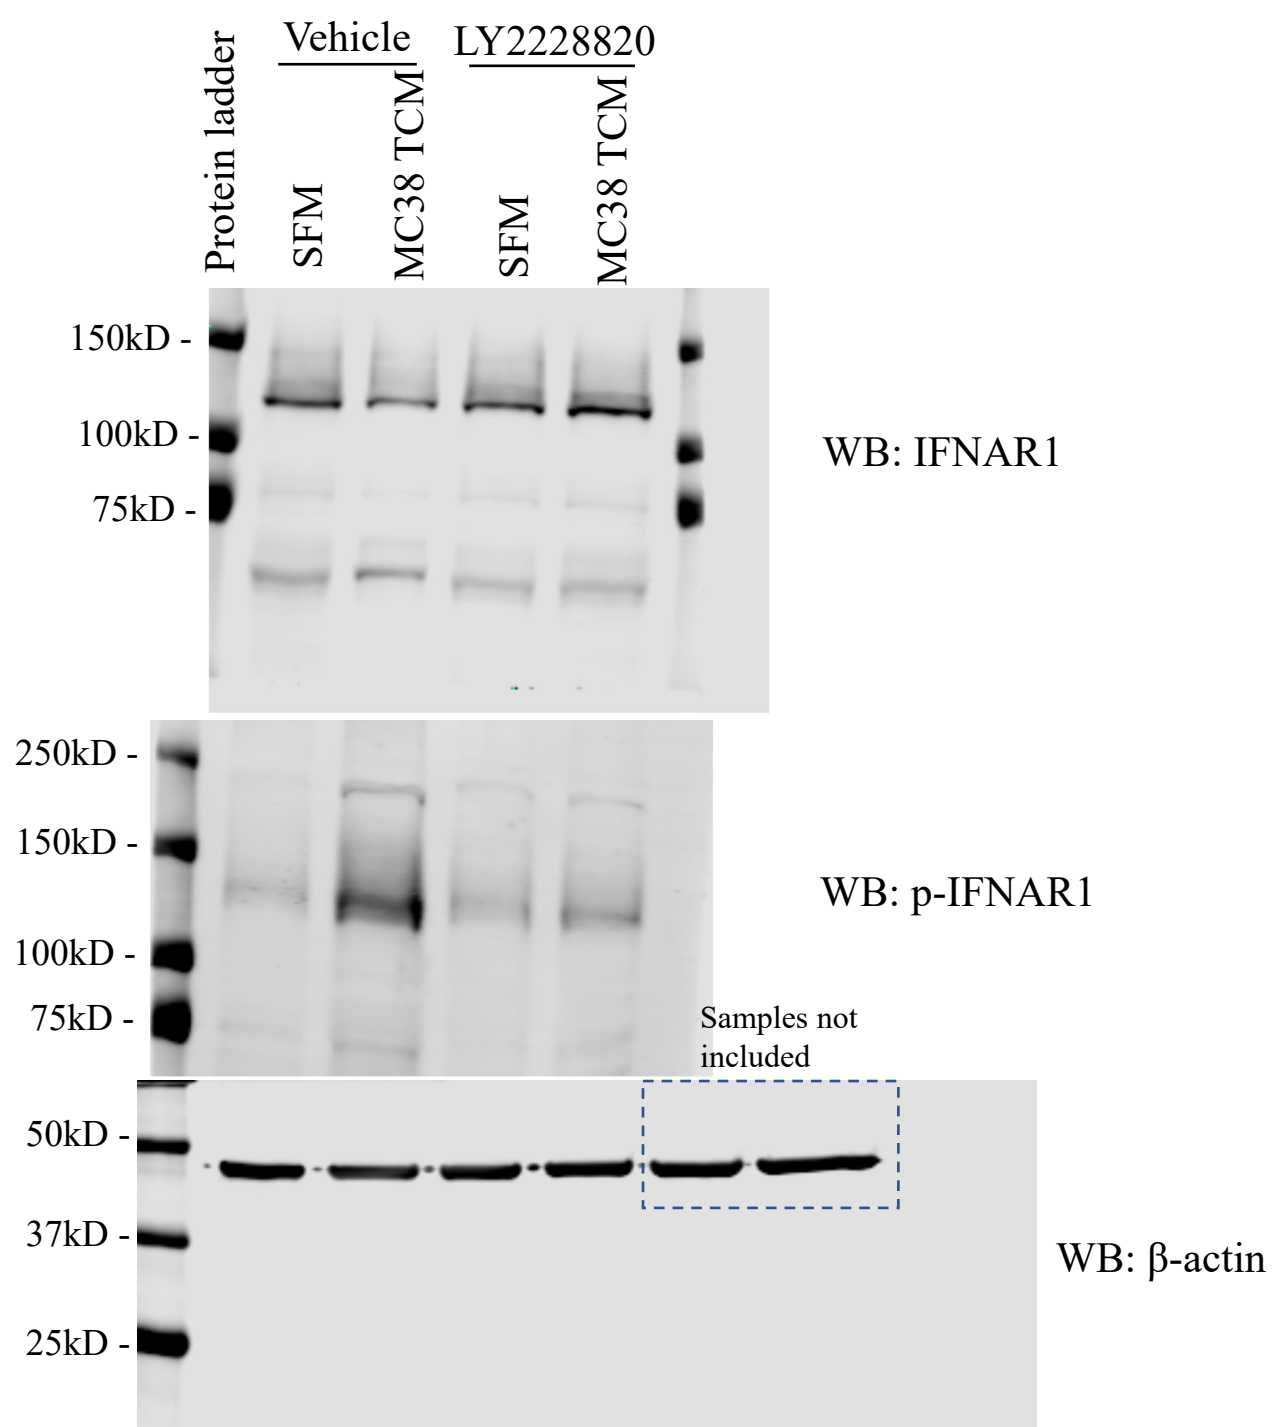

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Immune suppressive activity of myeloid-derived suppressor cells in cancer requires inactivation of the type I interferon pathway
**Source:** Nat Commun. 2021 Mar 19;12:1717. doi: 10.1038/s41467-021-22033-2
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

- |                 |                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------|
| Data collection | No code was used                                                                                     |
| Data analysis   | Bowtie2, RSEM v1.2.12 software, QIAGEN's Ingenuity® Pathway Analysis software , GraphPad Prism 8.4.2 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNAseq data were deposited to GEO with accession number GSE166770.

### Field-specific reporting

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was determined using expected mean and standard deviation based on previous experience with similar type of experiments with type I error of 0.05 and power of more than 80%. Relevant citations are provided in manuscript                                                                                                                                                                                                                         |
| Data exclusions | No data were excluded from the analysis                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Replication     | At least three biological replicates were used in each experiment. All data were replicated. If results were not replicated they were reported as negative.                                                                                                                                                                                                                                                                                                     |
| Randomization   | In mouse treatment experiment simple randomization was performed after tumor inoculation before start of treatment by randomly assigning mice to the treatment group. By the time of randomization tumor size was not visible thus excluding bias In other experiments, cells from the same mice were split and were either left untreated or treated with indicated compounds to assess the biological effect. In this case the baseline was exactly the same. |
| Blinding        | Specific blinding was not performed because of exploratory nature of the study. However, the person who perform measurements was not informed about the goals of the study and the nature of the treatment groups.                                                                                                                                                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>All antibodies used in the study are reported in supplemental table 1.</p> <p>Biolegend Anti-mouse IFNAR1 MARI-5A3 127312 1:50</p> <p>IgG1 κ Iso – PE MOPC-21 400112 1:50</p> <p>CD11b – BV421 M1/70 101236 1:100</p> <p>CD11c – APC-Cy7 N418 117324 1:50</p> <p>Pe mouse IgG2a ISO MOPC-173 400214 1:5</p> <p>Ly6G-FITC 1A8 127606 1:100</p> <p>Ly6C-APC HK1.4 128016 1:200</p> <p>CD8a 53-6.7 100708 1:100</p> <p>Ly6C-PercP-Cy5.5 HK1.4 128012 1:200</p> <p>PBL Assay Science Hu-IFN-alpha/beta R2 PE MMHAR-2 21385-3 1:5</p> <p>BD Bioscience Ly6C – PeCy7 AL-21 560593 1:100</p> <p>Ly6G – APC 1A8 560599 1:100</p> <p>I-A/I-E – PerCP-Cy5.5 M5/114.15.2 562363 1:100</p> |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

CD15 – PerCP-Cy5.5 HI98 560828 1:50

CD14 – APC-H7 M5E2 561384 1:50

HLA-DR – FITC G46-6 560944 1:50

Thermo Fisher Scientific F4/80 – FITC BM8 11-4801-82 1:50

p-p38 – APC 4NIT4KK 17-9078-42 1:10

IgG2b κ Iso – APC eBMG2b 17-4732-81 1:10

R&D system Human IFN-alpha/beta R1 – PE 85228 FAB245P 1:10

Mouse IgG1 – PE 11711 IC002P 1:10

p38 (western)

p-p38 (western)

IFNAR1 (IP) EA12 n/a

Abcam IFNAR1 (western)

Sigma Aldrich Ub (western) FK2

Actin (western) AC-15

anti-rabbit-HRP conjugated

Cell Signaling anti-phospho-p38

Santa Cruz Biotech anti-p38

Validation

All antibodies were obtained from commercial sources with reported validation.

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

EL4 lymphoma, LLC (Lewis lung carcinoma), CT-26 colon carcinoma, B16F10 melanoma, PCI-30 (human head and neck squamous carcinoma) were obtained from ATCC. MC38 colon carcinoma from Dr. Turkova, University of Pittsburgh), MethA sarcoma was obtained from Dr. Lloyd J. Old.

Authentication

Cell lines were authenticated by ATCC. Information about the details of authentication may be obtained from ATCC.

Mycoplasma contamination

All cell lines were tested for mycoplasma every 6 months and found to be negative

Commonly misidentified lines  
(See [ICLAC](#) register)

We did not use commonly misidentified lines.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

We used mice, C57BL/6 strain 6-8 weeks old of both sexes.

Wild animals

No wild animals were used

Field-collected samples

The study did not involve field-collected samples

Ethics oversight

Study was approved by IACUC of Wistar Institute

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

### Population characteristics

PB was collected from i) 12 patients with non-small cell lung cancer and 5 with small cell lung cancer; (ii) 5 patients with breast cancer, (iii) 10 patients with colorectal cancer, (iv) 4 patients with pancreatic adenocarcinomas, (v) 3 patients with esophageal cancer; (vi) 3 patients with head and neck cancer, (vii) 1 patient with gastric cancer, and (viii) 1 patient had renal cancer. In some patients with lung, colorectal, renal or head and neck cancer, tumor tissues (0.2 - 1g) were surgically removed. Ages of cancer patients were between 46 and 92 years (median, 70 years), 24 males and 20 females. Peripheral sample of blood from 21 healthy donors with ages 30 to 64 (median, 55 years), 7 males 14 females and were used as control for cancer patients or for in vitro experiments.

### Recruitment

Participants were recruited by participating physicians. Patients were not selected for treatment and samples of blood or tumor tissues were collected during standard clinical procedures. Results of the study for individual patients were not available for participating physicians or patient, which exclude bias.

### Ethics oversight

The study was approved by the institutional review boards (IRBs) of the Christiana Care Health System at Helen F. Graham Cancer Center and The Wistar Institute. All the patients and healthy donors signed IRB approved consent forms.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Single-cell suspensions of BM, spleen and tumors were prepared, and red cells were removed using ACK lysing buffer. In other experiments, cells were culture in vitro before flow cytometry analysis was performed. All antibodies incubations were performed for 15 min at 4°C in dark and all centrifugation was done at 1,500 r.p.m. at 4°C for 5 min. Usually up to 1x10<sup>6</sup> cells were incubated with Fe-block (BD Biosciences) for 10 min and surface staining was performed at 4°C for 15 min.

#### Instrument

Cells were run on LSRII flow cytometer (BD Biosciences)

#### Software

Data were analyzed by FlowJo (Tristar).

#### Cell population abundance

Purity of the populations after sort was more than 98%.

#### Gating strategy

Gating strategy including live/dead discrimination, elimination of duplexes using FSC/SSC, gating on size and granularity to narrow specific populations (FSC/SSC) and gating on specific markers. Damp channels and isotype controls were used to set-up the gates.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

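RNA of PMN-MDSC from EL4 TB mice was measured in 4 WT and 3 SA samples, 1 library per sample. Fig. 4c numbers 3 WT samples, and WT replicate 4 is the sample it does not show. The authors prepared 3′ mRNA libraries (QuantSeq), sequenced them as single reads, aligned the reads with Bowtie2 and estimated read counts per gene with RSEM v1.2.12. The deposited values are these estimated counts, not normalized and already in whole numbers, so rounding changed 0 values. Methods name hg19 as the genome, but the genes carry mouse Ensembl identifiers, and neither the mouse build nor the annotation release is stated. Of 51789 genes, 51596 have a symbol in the table, 193 have an identifier alone and hold 0.0103% of the counts, and 30872 have 0 counts in every sample. RSEM divides reads that match several genes among them, so the level of a gene that shares sequence with others is uncertain. The share was measured for the genes past the threshold and, after the results had been seen, for the other named genes.

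Library totals lay between 5467326 and 7404299 counts in WT (median 6274556 in replicates 1 to 3) and between 5450071 and 6358341 in SA (median 5741577). A gene with 0 counts in a library can lie anywhere under 3 counts, which is 0.401 to 0.591 CPM. Folds against a group whose libraries all lie at or under 3 counts are given as lower bounds.

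Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The main analysis took all 7 samples. Genes were kept by edgeR's filterByExpr with its defaults (a minimum count of 10 and a total of at least 15), which left 11366 genes, or 11128 when only the 6 samples of Fig. 4c were used. Libraries were scaled by TMM, fitted with a robust quasi-likelihood model without covariates, and tested SA against WT with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors are of the fitted log2 fold change. A second count took genes changed at least 4-fold, and another the genes with an unadjusted p under 0.05. Exact permutation tests of a single gene compared mean CPM between genotypes, two-sided.

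Gene lists were written for glycolytic enzymes, mediators of suppression, interferon-induced genes, interferon receptors and their kinases, STAT3-induced genes, glucocorticoid-induced genes, stefin A genes, red cell precursors, T cells, B cells, monocytes and macrophages, platelets, immature granulocytes, mature neutrophils, dividing cells and sex chromosomes. A list with at least 5 tested genes was tested with camera on log2 CPM (prior count 2, correlation between genes of 0.01), two-sided, and adjusted over the lists. The list for sex chromosomes had 1 tested gene and was read only as counts. IPA and its gene sets were not used here. The values of 1 gene of Fig. 4c and of 1 pathway of Fig. 4d are not reported here. The lists, the main analysis, the alternatives and the rule for naming genes were fixed before the data were examined. Named are the genes the study names for this comparison, the genes of Fig. 4c and Fig. 4d, the 10 genes with the largest increase and the 10 with the largest decrease among those past the threshold with a mean of at least 50 counts and no overlap between genotypes, and members of a list where that list is discussed. Any other gene that is named was chosen after its values were seen.

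Both tools were tested on simulated data drawn from the means and library sizes of these samples with 200 genes changed. With 7 samples, edgeR recovered 152 of the 200 with 8 false calls among 10928 genes tested, and DESeq2 recovered 161 with 29 false calls among 11365. With 6 samples, edgeR recovered 157 with 12 false calls among 10690 genes tested, and DESeq2 162 with 24 among 11128. Of 20 simulated lists with a change, camera found 20 with either number of samples. Fry found 20 as well (with 3 false calls with 6 samples). Camera with an estimated correlation found 18 with 7 samples and 17 with 6. The simulated data were drawn from means and library sizes, so they cannot compare these tests where genes of a list vary together. In the real libraries, some groupings that mixed the genotypes gave interferon-induced genes and dividing cells smaller camera p-values than the grouping by genotype.

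The alternatives were to leave out each library in turn, to add the replicate number as a block on the 6 samples with shared numbers, to use DESeq2 with its size factors, to scale by RLE or by TMM without the genes of red cell precursors, to test all genes with at least 1 count or those with at least 10 counts in every sample, to test the lists with fry or with an estimated correlation, to leave the genes of red cell precursors out of the lists, and to raise the threshold to 0.10. DESeq2 on the 6 samples and a ratio of mean normalized counts with each count raised to at least 5 were added after the data had been seen. Sharing of sequence between genes was measured on the last 500 bases of their transcripts, as the share of stretches of 31 bases found in another gene of the same annotation.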

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

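The tests on WT replicate 4 were chosen after the results were seen. In each of 149 named genes and 16 lists, the WT library farthest from the others was compared with the spread of the 4 WT libraries, and its gap to the nearest of them exceeded Dixon's critical share of the range in 13 genes and 1 list. Chance gives 8.25 such cases among that many. WT replicate 4 was the library that stood apart in 10 of the 14.

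WT replicate 4 stood above the other WT libraries in Id2 (about 2400 CPM), Il1r2 (about 1370 CPM), Pik3ip1 (108 CPM), Ddx28 (60.3 CPM), 0610039K10Rik (9.40 CPM), Gm37530 (3.13 CPM), Rptoros (2.77 CPM) and Aox3 (1.66 CPM), and below them in Ncam1 (17.5 CPM) and Tlr5 (3.13 CPM). The level of Gm37530 is uncertain, since 100% of its 3′ sequence is shared with another gene. In each of these genes, as measured, that is the direction in which SA differs from WT replicates 1 to 3. Gm37530, Rptoros and Aox3 had 0 counts in WT replicates 1 to 3, and 17, 15 and 9 counts in WT replicate 4.

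The same library, which Fig. 4c does not number, also lay towards SA in the glucocorticoid-induced list. Against the mean of WT replicates 1 to 3, the median of the list was 1.29 on the log2 scale in WT replicate 4. It was 0.70, 1.33 and 1.50 in SA replicates 1 to 3, whereas WT replicates 1 to 3 lay between -0.13 and 0.27. Not every list went that way. On the same scale, the list for dividing cells lay at -1.27 in WT replicate 4 and at -0.03, 0.60 and -0.89 in SA. The list for immature granulocytes lay at -1.10 in WT replicate 4 and at 0.22, 0.73 and -0.17 in SA. Over the 187 genes past the threshold without WT replicate 4 that are not genes of red cell precursors, WT replicate 4 lay at a median position of 0.595 on a scale with 0 at WT replicates 1 to 3 and 1 at SA. That position was 0.717 over the 111 genes that were higher in SA and 0.396 over the 76 that were lower. For WT replicates 1, 2 and 3, each left out in turn, the position was -0.0523, 0.122 and 0 over 28, 47 and 35 genes. Those genes passed with WT replicate 4 in the fit, so these positions and that of WT replicate 4 rest on different sets of genes.

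The tables argue against an SA sample with a wrong label, since the stefin A list of WT replicate 4 lay at 0.70 (log2, against WT replicates 1 to 3) and that of the SA libraries between 4.10 and 4.63. They also argue against a lower content of red cell precursors in WT replicate 4 as the whole cause, since the position of 0.595 was measured without their genes. Depth does not set the library apart, since its 5757073 counts lie within the range of the other WT libraries. Mixing with SA material as the whole cause is argued against by the same stefin A level, which lies far nearer to WT replicates 1 to 3 than the position of 0.595. What stays open is a difference in the state or handling of that mouse, for which the paper and the labels give no information, and no biological explanation was tested because all 4 WT samples carry the same condition.

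In the remaining cases another library stood apart. Gm8420 had 2.17 CPM in WT replicate 2 and 0 counts in the other WT libraries, Cr2 had 49.9 CPM in WT replicate 2, Tspan2 had 56.8 CPM in WT replicate 3, and the interferon-induced list had a median of 0.24 (log2, against WT replicates 1 to 3) in WT replicate 3 and -0.17 to -0.13 in the other WT libraries. Chance gives 8.25 cases over all that were examined, so these 4 are not beyond it, and no explanation was tested for them.

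Of the 65 genes past the threshold in all 7 samples, 27 are in neither Fig. 4c nor Fig. 4d. They were examined because they passed, and Rplp1, Lyz2 and Ahnak are named here after their values were seen. Rplp1 went from 1329 ± 206 CPM (SD, n = 4) in WT to 402 ± 85.2 CPM (SD, n = 3) in SA, Lyz2, which encodes lysozyme, from 8242 ± 2857 CPM (SD, n = 4) to 3250 ± 748 CPM (SD, n = 3), and Ahnak from 28.0 ± 3.26 CPM (SD, n = 4) to 94.1 ± 18.9 CPM (SD, n = 3). Their log2 fold changes were -1.72 (adjusted p = 0.000294 by edgeR), -1.34 (adjusted p = 0.0396) and 1.75 (adjusted p = 0.000234). Without SA replicate 1 the adjusted p-value of Lyz2 was 0.269, whereas those of Rplp1 and Ahnak stayed at most 0.00391 and 0.00363 with each library left out. Of the 3′ sequence of Lyz2, 36.2% is shared with other genes, so its level is uncertain. A bias from GC content is argued against as a cause for most of the 65 genes, since 60 of them passed the threshold after a correction for GC in every library. Reads moved between Rplp1 and its copies are argued against as the whole cause of its fall, since the total over these genes changed by -1.40 on the log2 scale. A difference between SA and WT mice stays open for these genes.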

How the results depend on the processing

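DESeq2 on the 6 samples and the ratio of raised counts were chosen after the data had been seen. Relative to the analysis of all 7 samples, the direction of each tested Fig. 4c gene was the same in every alternative, and the median log2 fold change of all genes stayed within 0.1 of 0. Scaling by RLE or by TMM without the genes of red cell precursors changed the number of genes past the threshold from 65 to 66 and 65.

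Across the 7 fits that each left out one library, the number of genes past the threshold ranged from 28 to 207, those changed at least 4-fold from 21 to 72, those with an unadjusted p under 0.05 from 795 to 1432, the Fig. 4c genes past the threshold from 21 to 64, and the Fig. 4d genes lower in SA from 32 to 33. The highest values but the last came without WT replicate 4, where 207, 72, 1432 and 64 genes passed. Leaving out WT replicate 4 raised these counts, whereas in the simulated data edgeR recovered 157 of 200 genes with 6 samples and 152 with 7. The cause was not tested.

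DESeq2 on all 7 samples called 179 genes, 68 higher and 111 lower against 32 and 33 by edgeR, 74 genes changed at least 4-fold and 59 Fig. 4c genes. Without a filter on low counts, 282 genes passed, 88 changed at least 4-fold, 1765 had an unadjusted p under 0.05 and 62 Fig. 4c genes passed. With at least 10 counts required in every sample, 45 genes passed, 17 changed at least 4-fold and 19 Fig. 4c genes passed, since that filter left 38 of the 84 to be tested. At a threshold of 0.10, 100 genes passed. DESeq2 on the 6 samples of Fig. 4c, added after the data had been seen, called 351 genes, 118 changed at least 4-fold and 84 Fig. 4c genes. Apart from the filter and the threshold, the cause was not tested.

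The replicate numbers are shared by both genotypes, and the deviations of libraries with the same number correlated at 0.133, 0.16 and 0.0522 across genes. Pairs with different numbers lay lower, between -0.18 and 0.0423. Neither the paper nor the labels state a pairing, so whether samples with the same number belong together stays open. With the replicate number as a block on the 6 samples, 386 genes passed, 96 changed at least 4-fold and 72 Fig. 4c genes passed. In that fit the B-cell list (median log2 fold change -1.12, adjusted p = 0.0179) and the monocyte and macrophage list (-0.42, adjusted p = 0.0247) passed the threshold, and the medians of the lists for dividing cells (-0.068) and STAT3-induced genes (-0.0022) changed sign without passing it.

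The glycolysis list stayed lower in SA in every alternative. Its median ranged from -0.47 to -0.32 across the 7 fits that each left out one library (adjusted p at most 0.000585), and it lost the threshold only when camera estimated the correlation between genes (median -0.37, adjusted p = 0.104). In the same alternative the erythroid list (median -2.93, adjusted p = 0.128), the glucocorticoid-induced list (0.80, adjusted p = 0.177) and the T-cell list (-0.71, adjusted p = 0.482) no longer passed, and under fry neither did the glucocorticoid-induced list (0.80, adjusted p = 0.0514) and the T-cell list (-0.71, adjusted p = 0.372). The stefin A list passed in every alternative. With at least 10 counts in every sample, the monocyte and macrophage list (-0.29, adjusted p = 0.0284) and the list of mature neutrophils (-0.22, adjusted p = 0.0322) passed, and with DESeq2 on the 6 samples the B-cell list did (-1.05, adjusted p = 0.0295). The cause was not tested.

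The lists near 0 changed sign. The interferon-induced list had a median of -0.0014 with at least 10 counts in every sample, and the STAT3-induced list had -0.026 with DESeq2, -0.0064 without a filter and -0.0016 with at least 10 counts. Across the fits that each left out one library, the list medians ranged from -0.40 to -0.17 for mediators, -0.23 to 0.13 for interferon-induced genes, -3.24 to -2.63 for red cell precursors, -0.93 to -0.43 for T cells, -1.06 to -0.43 for B cells, -0.45 to -0.19 for monocytes and macrophages, 0.18 to 0.68 for immature granulocytes, -0.38 to -0.081 for mature neutrophils, -0.11 to 0.63 for dividing cells, 0.54 to 1.16 for glucocorticoid-induced genes, 3.57 to 4.36 for stefin A genes, -0.27 to -0.075 for receptors and kinases, -0.24 to 0.15 for STAT3-induced genes and -1.20 to -0.44 for platelets. Without SA replicate 3 the interferon-induced list was lower in SA (median -0.23, adjusted p = 0.0453).

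Without one library each, single genes named here changed sign in Irf7 (from -0.23 to 0.39), Isg15 (-0.16 to 0.54), Ptges (-0.95 to 0.13), Ifnar2 (-0.12 to 0.049), Pfkp (-0.32 to 0.052) and Tgfb1 (-0.13 to 0.15), none of which passed the threshold in any fit that left out one library. Of the named genes, 37 crossed to an adjusted p under 0.05 without WT replicate 4 and 0 crossed the other way, whereas leaving out SA replicate 1 took 20 over it. DESeq2 brought 30 under 0.05 on all 7 samples and 60 on the 6, the block 54 (with 1 the other way), the missing filter 37 and RLE 1. The ratio of raised counts, chosen after the data had been seen, moved the log2 fold change of 9 of 83 Fig. 4c genes by more than 1 SD and reversed 0.

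The alternatives on the pseudocount and on a filter of low values, which were set for the case of values other than counts, were not run because the table holds counts. The platelet list had fewer than 5 tested genes, and so no value, without WT replicate 1, without WT replicate 4, with the replicate block and with at least 10 counts in every sample, and the erythroid list has no value without its own genes. The depth limits genes such as Arg1 and Il10, whose counts were too low to be tested by edgeR in the 6 samples or in all 7.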

Differences from the paper's values

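No test was chosen for these comparisons after the values were seen, except that the ratio of mean normalized counts, each raised to at least 5, and DESeq2 on the 6 samples were tried after the values had been seen. The fold changes printed in Fig. 4c were read by eye and compared for 83 genes. By edgeR on all 7 samples, 49 of 82 lay within 1.5 times the printed fold and 22 differed by more than 1.5 times and by more than the spread between libraries or as a bound.

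In SA, A330040F15Rik was 7.02-fold lower against the paper's about 4-fold (Fig. 4c, read by eye). None of the alternatives set before the data were examined closed this gap, and neither did those added later.

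Of the other genes, Cep112os1 was at least 18.7-fold lower against the paper's about 8.8-fold (Fig. 4c, read by eye), Camk2b was 12.8-fold lower against the paper's about 6-fold (Fig. 4c, read by eye) and Gm43175 was at least 11.1-fold lower against the paper's about 5.2-fold (Fig. 4c, read by eye). Likewise, Myh7 was at least 10.3-fold lower against the paper's about 4.3-fold (Fig. 4c, read by eye), Parvb was 8.72-fold lower against the paper's about 4-fold (Fig. 4c, read by eye) and Gm8420 was 154-fold higher against the paper's about 59-fold (Fig. 4c, read by eye). In the same comparison, 0610039K10Rik was 1.91-fold higher against the paper's about 4.6-fold (Fig. 4c, read by eye). None of the alternatives set before the data were examined closed these gaps. The folds of Camk2b and Parvb each depend on 1 library. Without SA replicate 3 no SA library holds more than 3 counts of Camk2b, and only a bound remains. The same holds for Parvb without SA replicate 1. The fold of 0610039K10Rik depends on WT replicate 4, which holds 51 counts against 1, 6 and 0 in WT replicates 1 to 3, and without it the fold was 11.9, on the other side of the printed one. The fold of Gm8420 rests on 11 counts in WT replicate 2, with 0 in the other WT libraries. It ran from 108 to 155 when 1 of the other libraries was left out, and without that library it is known only as at least 157-fold higher, so its size is not fixed by these data. Of the 3′ sequence of Gm8420 and Myh7, 48.7% and 27.2% is shared with other genes, which leaves their levels uncertain. The ratio of mean DESeq2-normalized counts over the 6 samples, each raised to at least 5 and chosen after the values had been seen, came within 1.5 times the printed folds for them.

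Rhd was 23.6-fold lower against the paper's about 11-fold (Fig. 4c, read by eye), Ank1 was 12.3-fold lower against the paper's about 5.7-fold (Fig. 4c, read by eye) and Rpgrip1 was 10.7-fold lower against the paper's about 5.1-fold (Fig. 4c, read by eye). Of the alternatives set before the data were examined, the gaps of Rhd, Ank1 and Rpgrip1 closed without SA replicate 3 and not in the others, and closed also with the ratio of raised counts, chosen after the values had been seen. Hebp1 was 8.11-fold lower against the paper's about 4.5-fold (Fig. 4c, read by eye). Among those alternatives, the gap of Hebp1 closed without SA replicate 3 and not in the others, and closed also with the ratio of raised counts, chosen after the values had been seen. Pnp2 was at least 12.5-fold lower against the paper's about 7.9-fold (Fig. 4c, read by eye). The gap of Pnp2 closed, among the same alternatives, without WT replicate 2 and without SA replicate 1 and not in the others, and closed also with the ratio of raised counts, chosen after the values had been seen. Fam213a was 12.4-fold lower against the paper's about 5.5-fold (Fig. 4c, read by eye). Under the alternatives set beforehand, the gap of Fam213a closed without SA replicate 1 and not in the others, and closed also with the ratio of raised counts, chosen after the values had been seen. Aldh1a1 was 8.51-fold lower against the paper's about 5-fold (Fig. 4c, read by eye). Of the alternatives set before the data were examined, the gap of Aldh1a1 closed without SA replicate 1 and without SA replicate 3 and not in the others, and closed also with the ratio of raised counts, chosen after the values had been seen. Tlr5 was 7.42-fold lower against the paper's about 4.8-fold (Fig. 4c, read by eye). Among those alternatives, the gap of Tlr5 closed without WT replicate 1, without WT replicate 2, without WT replicate 3, without SA replicate 1 and without SA replicate 3 and not in the others, and closed also with the ratio of raised counts, chosen after the values had been seen. Hist1h4m was at least 20.8-fold higher against the paper's about 13-fold (Fig. 4c, read by eye). The gap of Hist1h4m closed, among the same alternatives, without WT replicate 3 and without SA replicate 2 and not in the others, and closed also with the ratio of raised counts, chosen after the values had been seen. Fggy was 10.4-fold higher against the paper's about 6.9-fold (Fig. 4c, read by eye). Under the alternatives set beforehand, the gap of Fggy closed without WT replicate 1, without WT replicate 2, without SA replicate 1 and with RLE normalization and not in the others. Cyp2s1 was 3.24-fold higher against the paper's about 6.3-fold (Fig. 4c, read by eye). Of the alternatives set before the data were examined, the gap of Cyp2s1 closed without WT replicate 4 and not in the others, and closed also with DESeq2 on the 6 samples and the ratio of raised counts, chosen after the values had been seen. Aox3 was 12.1-fold higher against the paper's about 6-fold (Fig. 4c, read by eye) and Lifr was 8.37-fold higher against the paper's about 4.4-fold (Fig. 4c, read by eye). Among those alternatives, the gaps of Aox3 and Lifr closed without WT replicate 3 and without SA replicate 1 and not in the others, and closed also with the ratio of raised counts, chosen after the values had been seen. Gpt2 was 2.95-fold higher against the paper's about 5.3-fold (Fig. 4c, read by eye). The gap of Gpt2 closed, among the same alternatives, without WT replicate 4 and with the replicate block and not in the others, and closed also with DESeq2 on the 6 samples and the ratio of raised counts, chosen after the values had been seen.

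Pnp2 and Hist1h4m share 35.7% and 91.7% of their 3′ sequence with other genes, so their levels are uncertain as well. Several of these folds depend on 1 library. Without SA replicate 2 no SA library holds more than 3 counts of Rhd, Ank1, Fam213a, Tlr5 or Aldh1a1, and only bounds remain, at least 21.8-fold, at least 9.97-fold, at least 10.2-fold, at least 10.3-fold and at least 9.74-fold lower. Without the same library Rpgrip1 was 19.6-fold lower, farther from the printed fold. The WT counts of Aox3 were 0 in replicates 1 to 3 and 9 in replicate 4, and without replicate 4 it was at least 10.1-fold higher. With the counts raised to at least 5, 78 of 83 folds lay within 1.5 times the printed ones, against 49 of 83 by DESeq2 on the 6 samples. Id2, Pik3ip1, Fkbp5 and Il1r2 are not among the 22 because WT replicate 4 widens the spread of the WT libraries. Their folds were 3.21, 2.71, 3.12 and 2.99 in all 7 samples, against the paper's about 6.3, about 6.3, about 5.7 and about 5.1 (Fig. 4c, read by eye), and without WT replicate 4 they were 6.19, 6.52, 5.31 and 5.01.

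The paper draws the 84 genes as passing its threshold, whereas 35 passed by edgeR on all 7 samples. The settings under which more of them passed were edgeR without WT replicate 4 (64), the replicate block (72), DESeq2 on all 7 samples (59), edgeR without a filter (62), RLE normalization (36) and, chosen after the values had been seen, DESeq2 on the 6 samples (84, with a highest adjusted p of 0.0333). For Fig. 4d the sample set with the complete match was the other one. The unadjusted p-value of DESeq2 lay under 0.05 for 36 of its 36 genes on all 7 samples and for 33 on the 6, where Ccnd3, Aldoc and Myl6 (23.3% of its 3′ sequence shared with other genes) lay above 0.05. The paper lists Prkch, Irak1 and Rasd1 in pathways it describes as decreased, and these genes were higher in SA. By DESeq2 on all 7 samples the log2 fold changes of Prkch and Irak1 were 0.84 and 0.43, and Rasd1 was at least 1.80-fold higher.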

Other observations

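The tests of splits for single lists and of the 6 samples, of enzymes outside the figures, of shared reads, of neighbouring genes, of genes near 0 in one genotype and of the sample set behind Fig. 4d were chosen after the results were seen, and the other tests were written down before.

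Other splits of the samples were compared with the real one. Of the 35 splits of the 7 samples into 4 and 3, 2 gave at least 65 genes with an adjusted p-value under 0.05. The other one set WT replicates 1 to 3 against the SA samples with WT replicate 4 and gave 98 genes, and the median over the splits other than the real one was 0. Genes changed at least 4-fold were as many in 1 of the 35 splits, the real one, and genes with an unadjusted p under 0.05 in 2. In the 6 samples, 1 of the 10 splits, the real one, gave as many as 207 genes, and no other gave more than 1, but 10 splits cannot give a share under 0.1. A camera p-value as small as the real one came from 1 of 35 splits for the glycolysis list, 1 for the stefin A list, 2 for the erythroid list, 3 for the glucocorticoid-induced list and 9 for the T-cell list, so the grouping by genotype stands apart from the other splits for the first pair of these lists and not for the others.

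The sex of the mice does not separate the genotypes. Over the 7 libraries, Ddx3y, Eif2s3y, Kdm5d and Uty together had 5 counts, and Xist had between 629 and 1089 counts in each library. GC content is argued against as the cause of most calls, since 60 of the 65 genes passed the threshold after each library had been corrected for GC.

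Interferon-induced transcripts were examined because SA mice keep more of the receptor. Of 42 tested genes, 0 passed the threshold in all 7 samples, where 10 had an unadjusted p under 0.05, 6 of them lower in SA. In the 6 samples 2 passed, both higher in SA. They were Ly6e (log2 fold change 1.24, adjusted p = 0.000295 by edgeR) and Ifi204 (0.96, adjusted p = 0.0353). In all 7 samples these genes had 0.92 (adjusted p = 0.147) and 0.99 (adjusted p = 0.0509). Of the 3′ sequence of Ifi204, 15.3% is shared with other genes. The list median was 0.02 (adjusted p = 0.84 by camera) in all 7 samples and 0.02 (adjusted p = 0.701) in the 6. Adjusted over the list alone, 2 genes passed in either set. Without SA replicate 3 the median was -0.23 (adjusted p = 0.0453). By library the median against WT replicates 1 to 3 was -0.21, -0.28 and 0.40 in SA replicates 1 to 3. Irf7 had a log2 fold change of 0.09 (standard error 0.334, adjusted p = 0.958 by edgeR) in the 6 samples and 0.13 (standard error 0.284, adjusted p = 0.936) in all 7, and Isg15 of 0.09 (adjusted p = 0.963) and 0.20 (adjusted p = 0.911). The paper, by contrast, reports markedly higher Irf7 in spleen PMN-MDSC of SA mice with EL4 tumors (Supplementary Fig. 3E). These libraries did not show such a rise, and the organ of the sequenced cells is not named. Whether the scaling of the libraries hides a change cannot be told apart, because the lowest median among the 4 scalings was 0.0108 and members that move both ways leave the median near 0. The list of receptors and kinases had a median of -0.20 (adjusted p = 0.113), with 7 of 7 genes lower, and -0.075 without SA replicate 1, and Ifnar2, with 19.1% of its 3′ sequence shared with other genes, had a log2 fold change of -0.05 (adjusted p = 0.958 by edgeR). These values are of steady-state transcripts in 3 SA mice.

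Erythroid transcripts fell together. Of 30 tested genes of red cell precursors, 30 were lower in SA and 19 were lower in every SA library than in every WT library, where chance gives 5.71% of genes without overlap in either direction. With WT replicate 4 left out, 29 of the same 30 genes did so, where chance gives 10%. The median log2 fold change was -2.93 in all 7 samples, or -2.76 with genes near 0 in SA set to their bounds, and 6 genes passed the threshold (20 of 29 in the 6 samples). The log2 fold changes of the haemoglobins lay between -3.21 and -3.02, and the median of the other genes was -2.76. Haemoglobins together had 13790 CPM in WT replicates 1 to 3, 5912 CPM in WT replicate 4 and 1436 CPM in SA. The study drew 20 of the 30 genes in Fig. 4c. Fewer red cell precursors, or less of their RNA, in the SA samples is a candidate explanation, and the 19 genes are consistent with it. A higher content of every other lineage in the WT samples is argued against only as the whole cause, since the lowest median among the T-cell, B-cell, monocyte and platelet lists was -0.81, against the -2.93 of the erythroid list. All 4 of these lists had a negative median, at -0.71, -0.81, -0.27 and -0.64 in all 7 samples. There the T-cell list passed the threshold (adjusted p = 0.00671 by camera). In the 6 samples the B-cell list (adjusted p = 0.016) and the monocyte list (adjusted p = 0.0305) passed too. The B-cell list went both ways in all 7 samples, with 10 of 15 genes lower and 5 higher in SA. Among the higher ones were Ighm (log2 fold change 1.67, adjusted p = 0.086 by edgeR) and Igkc (1.26, adjusted p = 0.498). A part played by a higher content of other lineages in WT stays open. Whether the precursors differed in the mice or in the purity of the sorted cells was not tested.

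The choice of genes by the study is argued against as the whole cause of the lower glycolysis list, since the 10 enzymes in neither Fig. 4c nor Fig. 4d had a median of -0.26 in all 7 samples, with 8 of 10 lower. Both camera and fry gave these enzymes an unadjusted value under 0.05, and 0 of them passed the threshold alone, where 3 were lower at an unadjusted p under 0.05. That median is smaller than the -0.37 of the whole list. The lower glycolysis transcripts were also tested against red cell precursors as their source. Of the enzymes, 16 outside the erythroid list fell by 681.6 CPM together in all 7 samples, while 26 erythroid genes other than haemoglobins fell by 380.2 CPM, a ratio of 1.79 that stayed between 1.41 and 2.12 with each library left out. The ratio leaves out haemoglobins, which fell by 10380 CPM. How much of these enzymes red cell precursors carry was not measured, so the ratio cannot decide whether they are the source. WT replicate 4 had 354 CPM of the erythroid genes other than haemoglobins against 677 ± 107 CPM (SD, n = 3) in WT replicates 1 to 3, but 4519 CPM of the enzymes against 4388 ± 131 CPM (SD, n = 3). That comparison rests on 1 library, and red cell precursors as the source stay open. A lower expression in PMN-MDSC of SA mice also stays open as a hypothesis, as does a change in the mix of granulocyte stages. Tumor size was not tested as a source, since no sizes are given for the sequenced mice.

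Genes around Ifnar1 can carry alleles of the strain in which the change was made. Within 20 Mb of Ifnar1, 1 of 65 tested genes passed the threshold in all 7 samples (Itgb2l), against 64 of 11301 elsewhere (Fisher's exact test, two-sided, p = 0.312), and the stefin A genes lie 55.1 Mb away. In the 6 samples, 2 of 60 such genes passed (Itgb2l and Cbr3), against 205 of 11068 elsewhere (Fisher's exact test, two-sided, p = 0.307). With so few genes, passenger alleles and an effect of the receptor cannot be told apart for Itgb2l or Cbr3. Of the 65 changed genes, 7 had a changed gene of another family within 1 Mb, where 1000 random sets of tested genes had a median of 6 and 0.44 of the sets had as many, so strain variants at scattered places cannot be told apart from other causes either.

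Pnp2, Hist1h4m and Cep112os1 had at most 3 counts in every library of one genotype and at least 20 in every library of the other. Pnp2 was at least 12.5-fold lower and Cep112os1 at least 18.7-fold lower in SA, and Hist1h4m was at least 20.8-fold higher. Of the 35 splits of the samples, 2 gave as many such genes. Of these genes, 2 of 3 share at least 10% of their 3′ sequence with another gene (Pnp2 35.7% and Hist1h4m 91.7%), so reads divided among near-identical copies may account for part of the pattern, and Cep112os1 shares 0%. Totals over near-identical copies bear on this. The total over Pnp2 and Gm49342 changed by -1.91 on the log2 scale, that over Rplp1 and its copies by -1.40, and that over the stefin A genes by 3.35, each by more than its spread between libraries, which argues against reads moved between copies as the whole cause. The total over Pira2 and its copies changed by -0.31 (spread 0.14), against -2.27 for Pira2 alone. It went from 1202 CPM in WT to 971 CPM in SA, and Pira2 from 301.1 to 62.7 CPM. The copies that rose, mainly Gm14548 (15.5 to 99.6 CPM) and Pirb (714 to 745.9 CPM), gained less than Pira2 lost. Moved reads may therefore account for a part of the fall of Pira2, but not for most of it or for the fall of the total. For Gm8420 and Gm8885, copies of Rpl15, the total changed by 0.11, and moved reads cannot be told apart from a rise, since their rise alone would change the total by 0.348 on the log2 scale and the spread between libraries is 0.38. The total over Hist1h4m and its copies changed by 0.69, with overlap between the genotypes. A difference in the alleles of the mice was not tested.

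Glucocorticoid-induced transcripts were higher in SA, with a median of 0.80 in all 7 samples and 1.16 in the 6, and 2 and 12 of 22 genes past the threshold. The study drew 6 of them in Fig. 4c. That choice is argued against as the cause, since the 16 genes outside the figure had a median of 0.55 in all 7 samples, with 13 of the 16 higher, and 0.86 in the 6. WT replicate 4 lay with the SA samples in this list, at 1.29, so the state of single mice may contribute, which these samples cannot separate from genotype.

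The stefin A list had a median of 3.92 in all 7 samples and 4.36 in the 6, with 9 of 9 tested genes higher in both. The T-cell list had a median of -0.71 (adjusted p = 0.00671 by camera) in all 7 samples and -0.80 in the 6, the B-cell list -0.81 (adjusted p = 0.112) and -1.06 (adjusted p = 0.016), and the monocyte and macrophage list -0.27 (adjusted p = 0.078) and -0.40 (adjusted p = 0.0305). The T-cell list did not pass without WT replicate 3 (-0.43, adjusted p = 0.0602) or without SA replicate 3 (adjusted p = 0.105). The B-cell and monocyte lists passed also without WT replicate 1 (adjusted p = 0.0412 and 0.00442) and without SA replicate 2 (adjusted p = 0.0219 and 0.0202). The platelet list had a median of -0.64 (adjusted p = 0.112) over 5 tested genes in all 7 samples, and -0.76 (adjusted p = 0.044) without SA replicate 2. The lists for immature granulocytes (0.43, adjusted p = 0.84), mature neutrophils (-0.21, adjusted p = 0.078), dividing cells (0.29, adjusted p = 0.521) and STAT3-induced genes (0.02, adjusted p = 0.84) did not pass in all 7 samples. Without SA replicate 3 the lists for mature neutrophils (-0.38, adjusted p = 0.000504) and dividing cells (0.63, adjusted p = 0.00931) did, and without SA replicate 2 the median for dividing cells was -0.11 and that for immature granulocytes 0.18. Without WT replicate 2 both of the former passed as well (adjusted p = 0.0387), and without WT replicate 1 the list for mature neutrophils did (adjusted p = 0.0126). Kif23, 1 of 24 tested genes of dividing cells, was the only one of them past the threshold in all 7 samples.

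The genes of Fig. 4d had been taken by an unadjusted p-value, and the set of samples decides which of them pass with DESeq2. On the 6 samples of Fig. 4c 33 of 36 had an unadjusted p under 0.05, and on all 7 samples 36 did, which is consistent with the panel resting on all 7. The paper does not state the samples of that panel.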
